# Chronic Ethanol Exposure Produces Time- and Brain Region-Dependent Changes in Gene Coexpression Networks

**DOI:** 10.1371/journal.pone.0121522

**Published:** 2015-03-24

**Authors:** Elizabeth A. Osterndorff-Kahanek, Howard C. Becker, Marcelo F. Lopez, Sean P. Farris, Gayatri R. Tiwari, Yury O. Nunez, R. Adron Harris, R. Dayne Mayfield

## Abstract

Repeated ethanol exposure and withdrawal in mice increases voluntary drinking and represents an animal model of physical dependence. We examined time- and brain region-dependent changes in gene coexpression networks in amygdala (AMY), nucleus accumbens (NAC), prefrontal cortex (PFC), and liver after four weekly cycles of chronic intermittent ethanol (CIE) vapor exposure in C57BL/6J mice. Microarrays were used to compare gene expression profiles at 0-, 8-, and 120-hours following the last ethanol exposure. Each brain region exhibited a large number of differentially expressed genes (2,000-3,000) at the 0- and 8-hour time points, but fewer changes were detected at the 120-hour time point (400-600). Within each region, there was little gene overlap across time (~20%). All brain regions were significantly enriched with differentially expressed immune-related genes at the 8-hour time point. Weighted gene correlation network analysis identified modules that were highly enriched with differentially expressed genes at the 0- and 8-hour time points with virtually no enrichment at 120 hours. Modules enriched for both ethanol-responsive and cell-specific genes were identified in each brain region. These results indicate that chronic alcohol exposure causes global ‘rewiring‘ of coexpression systems involving glial and immune signaling as well as neuronal genes.

## Introduction

Long-term alcohol use and dependence alter brain function and are linked to persistent changes in gene expression [1–3]. Gene expression profiling in human alcoholics [4–6] and rodent models of binge drinking [7–9] and dependence [10–12] have provided insight into the changes in the brain transcriptional landscape resulting from different drinking paradigms; however, to date it is not clear whether transcriptome changes found in animal models of excessive alcohol consumption are consistent with changes found in human alcoholics. Consilience in gene expression would be a key step toward validating animal models by determining commonalities in molecular plasticity between human and rodent brain.

Genomic approaches have successfully identified alcohol-mediated changes in gene expression in animal models of alcoholism [9,13,14]. These studies suggest that distinct patterns of gene expression underlie specific alcohol-related phenotypes. Animal models of excessive consumption have been developed to investigate different stages of the alcohol abuse cycle that ultimately lead to dependence, including continuous two-bottle choice [15,16], drinking in the dark (DID) [17–19] (a model of binge drinking), and chronic intermittent ethanol (CIE) exposure [12,20] (a model of dependence). In general, studies have focused on transcriptional changes at a single time point following alcohol treatment; thus, it is difficult to determine if the changes in expression patterns are transient or longer lasting. CIE vapor exposure can be used to achieve and maintain high blood ethanol concentrations (180–200 mg/dl) in C57BL/6J mice, and it results in increased self-administration of ethanol [21–23]. Transcriptome profiling immediately following CIE exposure, rather than after subsequent bouts of voluntary drinking, could reveal gene expression and gene network changes associated with induction of ethanol dependence and early withdrawal.

We defined global gene expression profiles in amygdala (AMY), nucleus accumbens (NAC), prefrontal cortex (PFC), and liver of C57BL/6J mice exposed to 4 cycles of intermittent ethanol vapor. Tissue was harvested at 3 time points following the last vapor treatment to assess time-dependent changes in gene expression. We identified time-dependent gene clusters in AMY and NAC that were enriched with astrocytes, microglia, and oligodendrocyte cell types. These sets of genes were primarily associated with inflammatory response function. In contrast, the PFC was enriched with neuronal genes and displayed a greater diversity in directional expression changes, suggesting that the PFC is under greater transcriptional regulatory control than the AMY and NAC.

## Materials and Methods

### Ethics Statement

All procedures were approved by the Medical University of South Carolina Institutional Animal Care and Use Committee and adhered to NIH Guidelines. The Medical University of South Carolina animal facility is accredited by the Association for Assessment and Accreditation of Laboratory Animal Care.

### Animals and Chronic Ethanol Inhalation Procedure

Chronic intermittent ethanol vapor exposure (or air) was delivered in Plexiglas inhalation chambers, as previously described [21,22,24] to drug-naïve C57BL/6J (B6) male mice (8 treated and 8 controls per group). B6 mice were utilized because they show significant escalation of drinking when given access to alcohol after vapor exposure [21–23]. Ethanol treatments were performed in the laboratory of Dr. H.C. Becker (Medical University of South Carolina, Charleston, SC, USA). Briefly, ethanol (95%) was volatilized, mixed with fresh air and delivered to the chambers at a rate of 10 L/min to maintain consistent ethanol concentrations (15–20 mg/L air) in the chamber. Before entry into the chambers for each 16-hour exposure period, mice were administered ethanol (1.6 g/kg; 8% w/v) and the alcohol dehydrogenase inhibitor pyrazole (1 mmol/kg; i.p.) in a volume of 20 ml/kg body weight. Control mice were handled similarly, but they received saline and pyrazole and were exposed to air rather than alcohol vapor. The housing conditions in the inhalation chambers were identical to those in the colony room. Chamber ethanol concentrations were monitored daily using a LifeLoc Breathalyzer and airflow was adjusted to maintain ethanol concentrations within the specified range (180–200 mg/dl). The chamber exposure (16 hr/day) was administered in 4 weekly cycles alternated with 1 week in between in which the mice were left undisturbed (mimicking drinking weeks). Animals were sacrificed at 3 time points: 0-, 8- and 120-hours following the last ethanol vapor or air treatment. Brain and liver samples were snap frozen in liquid nitrogen and stored at −80°C until being shipped (frozen) to the Mayfield/Harris lab at University of Texas at Austin.

### Tissue Harvest and RNA Isolation

Frozen brains were placed in a plastic mold containing Optimal Cutting Temperature compound (OCT) and maintained in a mixture of powdered dry-ice and isopentane. A Microm HM550 cryostat (Thermo Scientific, Ontario, CA) was used for sectioning at a thickness of 300 μm. Micropunches were collected from amygdala (AMY; 1.25 mm; combined basolateral and central nucleus), nucleus accumbens (NAC; 1.25 mm; combined core and shell), and prefrontal cortex (PFC; 2.0 mm). See S1 Fig for tissue punch details. Approximately 100 mg of tissue was obtained from the lower lobes of the liver. Total RNA was isolated according to manufacturer’s instructions using the MagMAX-96 Total RNA Isolation Kit (Ambion, Austin, TX). Total RNAs were quantified on a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific Inc., Rockford, IL), assessed for quality on an Agilent 2200 TapeStation Instrument (Agilent Technologies, Santa Clara, CA), and amplified/biotin-labeled using the Illumina TotalPrep RNA-96 Amplification kit (Ambion, Austin, TX).

### Microarray Analysis

A web-based tool was used to determine the number of arrays required to detect meaningful statistical changes with a power of 0.8 (http://bioinformatics.mdanderson.org/MicroarraySampleSize/). Aliquots of labeled cRNA were sent to the Yale Center for Genome Analysis (West Haven, CT) where they were hybridized to Illumina MouseRef-8 v2 Expression BeadChips (Illumina, Inc., San Diego, CA) according to manufacturer protocols. Since each BeadChip contains 8 independent arrays, samples were hybridized in a group counter-balanced format to minimize batch effects. Each array was hybridized with material obtained from a single animal; thus, 192 arrays were included in the analysis (16 animals x 4 tissues x 3 time points). 

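Each array measured the RNA of 1 tissue of 1 mouse on the Illumina MouseRef-8 v2 BeadChip, on which the signal of a probe is the mean fluorescence of the beads that carry it. Treated mice inhaled ethanol vapor and received pyrazole, an inhibitor of alcohol dehydrogenase that slows the breakdown of ethanol. Control mice received pyrazole with saline and inhaled air. AMY, NAC, PFC and liver were taken at 0, 8 and 120 h after the last exposure, from separate mice at each time point. The paper's count of arrays takes the tissues of a time point from the same mice, so tissues are not independent replicates. The deposited data hold 191 arrays, where the paper counts 192. Each group of 1 tissue, treatment and time point held 8 mice, except the liver controls at 0 h, which held 7. For NAC the paper gives a punch of 1.25 mm and the sample labels a punch of 2.0 mm, and the deposited values do not tell which was used. The median probe intensity of an array ran from 94.07 to 110.6 with group medians from 98.66 to 107.2 in AMY, from 90.26 to 109.7 with group medians from 95.39 to 103.1 in NAC, from 99.84 to 126.2 with group medians from 107.8 to 119 in PFC and from 92.47 to 110.5 with group medians from 95.9 to 107 in liver. The number of probes with a detection p of 0.05 or lower was 12953 to 14196, group medians 13625.5 to 13887.5 in AMY. In NAC it was 13432 to 14463, group medians 13669 to 14002, in PFC 13474 to 14833, group medians 13718 to 14611 and in liver 11297 to 12541, group medians 11732 to 12275.5. The number of arrays per group limits the precision of each comparison.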

Each expression array contains approximately 25,600 transcripts representing over 19,100 unique genes. Transcript abundance was measured by fluorescent intensity after scanning. Microarray data have been submitted to the NCBI Gene Expression Omnibus (GEO) (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE60676.

### Statistics and Bioinformatics

Unless otherwise noted, the data were analyzed using open source software packages from Bioconductor (http://bioconductor.org) designed for the statistical language R (http://www.r-project.org) and Microsoft Excel. The data were first filtered to include only genes with a detection p-value of ≤0.05 that were present on >80% of the arrays. Data pre-processing included a variance stabilization transformation [25] followed by a quantile normalization step [26] using the Bioconductor package lumi [27]. Expression value outliers were removed using Grubbs’ test [28]. Differential expression analysis for each time point was conducted using empirical Bayes moderated t-statistics from the Bioconductor package limma [29] to compare treated and control mice.

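From the deposited intensities, which the authors state were not normalized, values were rebuilt for each tissue. Probes with a detection p of 0.05 or lower on more than 80% of the arrays of the tissue were kept, which left 12588 probes in AMY, 12659 in NAC, 12835 in PFC and 10530 in liver. Intensities were put on the log2 scale and quantile normalized without background correction. The variance-stabilizing transformation of the authors was not rerun, because its software was not available, and outlying values were kept, because the paper's text does not name the level of its Grubbs test. The authors' processed values, which cover nearly the same probes, correlated with the log2 values across probes at r = 0.9958 in AMY, 0.9956 in NAC, 0.9963 in PFC and 0.995 in liver, and probes are not independent replicates. Treated and control arrays of 1 time point were compared with limma's moderated statistics, and p was adjusted over the probes of the tissue by the Benjamini-Hochberg method. Values below are log2 fold changes of treated over control mice with their standard error. A gene is said to have risen or fallen at an adjusted p of 0.05 or lower. Lists of genes for cell types and pathways were written before the data were examined, and in them a gene is represented by its brightest probe in the tissue. Some lists share genes with the time-series clusters that the paper found in these samples. The shared genes include Bdnf, Vgf, Nrn1, Adcyap1 and Sorcs3 (activity-regulated), and Tsc22d3, Mfsd2a and Cdkn1a (glucocorticoid). They also include B2m, Psmb9, H2-T23, H2-M3 and H2-Q7 (MHC class I), and Csf1r, Clec4f, Spic, Lgmn, Psap and Cd68 (Kupffer cell). For drug metabolism they include Cyp2b10, Cyp2b23, Cyp3a13, Cyp1a2, Nr1i2, Nr1i3 and Cyb5. Tests of such lists are therefore not fully independent of the paper's results.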

Weighted gene coexpression network analysis (WGCNA) was used to investigate the modular structure of the data at a gene network level. The general framework of WGCNA has been described in detail elsewhere [4,30]. This analysis was conducted as described previously [4] with modifications outlined below. Briefly, we constructed a signed network by calculating Pearson correlations for all pairs of genes (across all time points) and the signed similarity (Sij) matrix derived from Sij = (1+cor(xi,xj))/2, where gene expression profiles xi and xj consist of the expression of genes across multiple microarray samples. Sij was then raised to the power β to represent the connection strength. The goal of this step is to emphasize strong correlations and reduce the emphasis of weak correlations on an exponential scale. We chose a power of β = 8–9 so that the resulting networks exhibited approximate scale-free topology (Soft.R.sq = 0.68–070). All genes were hierarchically clustered based on a dissimilarity measure of topological overlap which measures interconnectedness for a pair of genes [4]. The resulting gene dendrogram was used for module detection using the dynamic tree cut method (minimum module size = 100, cutting height = 0.99). Module preservation scores (z-scores based upon a module membership size of 100) were calculated using the WGCNA package and are shown in S1 Table.

Gene ontology terms were identified using the Database for Annotation, Visualization and Integrated Discovery (DAVID) [31,32], and Ingenuity Pathways Analysis (IPA Ingenuity Systems, www.ingenuity.com) was used to identify overrepresented functional pathways of known gene networks and biological functions. Hypergeometric tests were used to evaluate modules and individual data sets for over-representation of cell type-specific genes. Datasets for neurons, astrocytes, microglia, and oligodendrocytes were obtained from previously published work [33,34]. The dataset used to identify enriched immune-related genes is included in S2 Table and was curated from SA Biosciences (QIAGEN). We then used an effect-size based approach to determine the direction and magnitude of ethanol-induced changes (adjusted p≤0.05) for each coexpression module. Mean t-values were calculated for each module, and this analysis was completed for each time point. Mean t-values were based on unique gene symbols within a module.

The Bioconductor package maSigPro [35] was used to identify clusters of genes showing different patterns of expression as a function of time. The method involves a two-step regression approach. First, a global regression model was used to identify differentially expressed genes, and second, a variable selection strategy was applied to identify differences between groups and time-related expression profiles. Prior to running maSigPro, a set of genes was identified in which gene expression was unchanged over time in control animals (AMY, n = 8098; NAC, n = 8323; PFC, n = 7246; Liver, n = 4157 genes). These genes were then used in the overall maSigPro analysis comparing gene expression in treated versus control animals. 

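Among control mice, 9996 of 12588 probes in AMY (79.4%) did not pass limma's F test over the 3 time points at an adjusted p of 0.05. In NAC this held for 10554 of 12659 probes (83.4%), in PFC for 8864 of 12835 (69.1%) and in liver for 4669 of 10530 (44.3%). At an unadjusted p above 0.05 there were 8174 such probes in AMY, 8482 in NAC, 7321 in PFC and 4133 in liver. The F test drew on 24 control arrays in each brain region and 23 in liver. Among the probes that did not change in controls, 465 in AMY, 1111 in NAC, 453 in PFC and 1418 in liver passed an F test for an effect of CIE vapor at any time point.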

For data visualization, hierarchical clustering (4 clusters) was used to identify genes with similar expression patterns.

Historically it has been standard practice to verify a subset of microarray-generated gene expression changes using qRT- PCR. However, we did not include such confirmation in the present study because we have used the Illumina platform (including the particular array used in this study) extensively and ‘‘validated” expression differences with independent qRT- PCR experiments in the past. The level of correspondence between the microarray and RT-PCR results exceeds 80% [4,36,37].

## Results

### Gene Expression Changes

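At 8 h, genes that glucocorticoid hormones are known to induce were higher in treated mice in AMY, NAC and PFC. Of the measured genes of this list, 15 of 22 rose in AMY, 15 of 21 in NAC and 13 of 21 in PFC, and none fell. Adjusted over the list alone, 18, 15 and 15 rose. Tsc22d3, a leucine zipper protein that carries anti-inflammatory actions of these hormones, had a log2 fold change of 0.88 ± 0.067 (SE, n = 8 treated and 8 control mice) in AMY (adjusted p = 4.25e-07) and of 0.74 ± 0.059 (adjusted p = 1.64e-06) in PFC. Sgk1, a kinase that regulates ion channels and transporters, rose by 1.19 ± 0.18 (adjusted p = 0.00142) in AMY, 1.02 ± 0.12 in NAC and 0.61 ± 0.091 in PFC. Mfsd2a, a lipid transporter of brain endothelium, rose by 0.63 ± 0.10 in AMY, 0.63 ± 0.072 in NAC and 0.61 ± 0.075 in PFC. Fkbp5, a co-chaperone that dampens the glucocorticoid receptor, rose by 0.54 ± 0.095 (adjusted p = 0.00438) in AMY. The list held more differentially expressed genes than a random draw from the measured genes (hypergeometric test, p adjusted over the lists of a tissue and time point = 4.78e-16 in AMY, 7.62e-11 in NAC and 3.73e-09 in PFC). Tested by camera, which ranks the list against all other genes, it was called in each region with a preset correlation between genes of 0.01, and with an estimated correlation in AMY (adjusted p = 0.0414) but not in NAC (adjusted p = 0.0886) or PFC (adjusted p = 0.0579). At 0 h no gene of the list passed by its brightest probe in these regions (5 rose in PFC when adjusted over the list alone). Camera with the preset correlation called the list at 0 h in AMY (adjusted p = 0.000184), NAC (adjusted p = 0.000448) and PFC (adjusted p = 1.25e-06), and with an estimated correlation in none (adjusted p = 0.688, 0.572 and 0.421). The difference between the effects at 8 and 0 h passed camera in AMY (adjusted p = 0.00356) and NAC (adjusted p = 0.00503), not with an estimated correlation (adjusted p = 0.603 and 0.583), and did not pass in PFC (adjusted p = 0.395). In the same samples at 8 h, 6 of 17 oligodendrocyte genes rose in NAC, and in PFC 4 of 18 astrocyte genes fell and 5 of 6 thalamic markers had a negative log2 fold change.

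**Figure D1:**
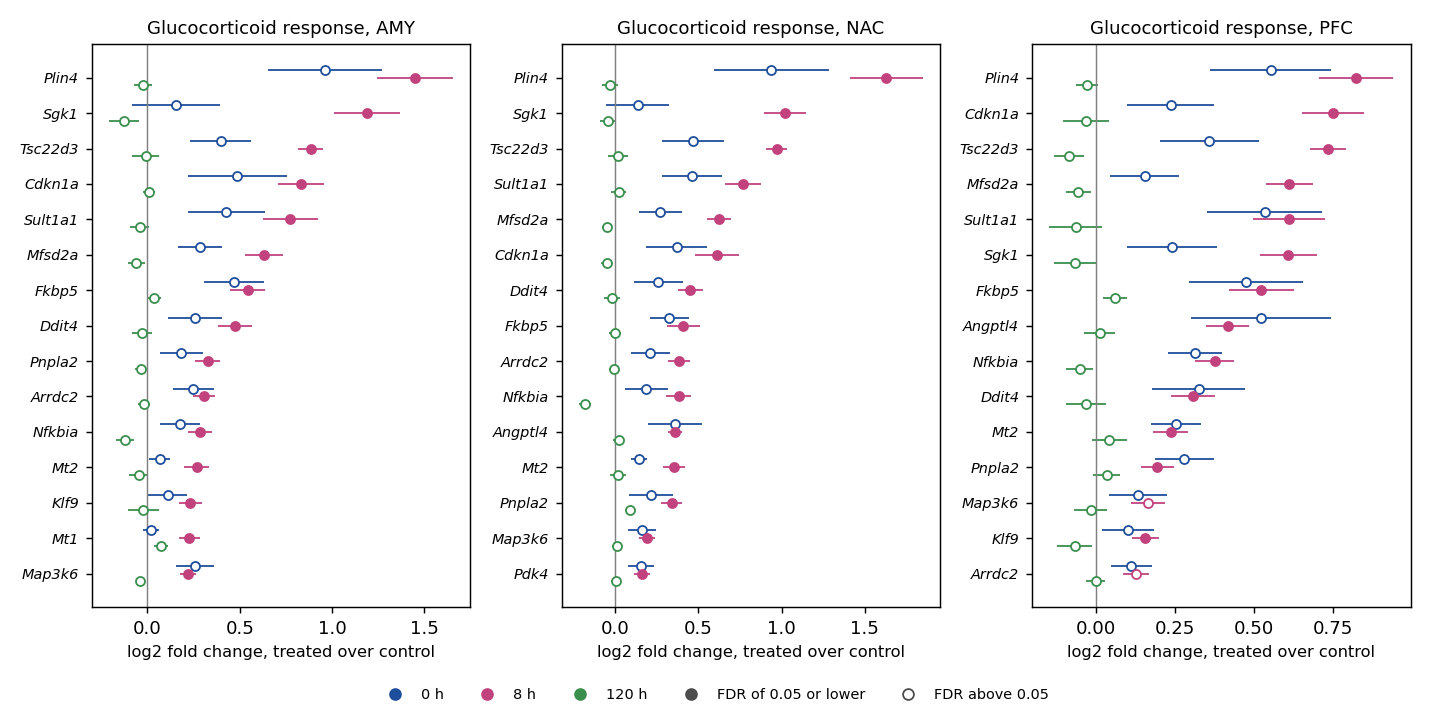
Log2 fold change of treated over control mice (horizontal axis) for 15 glucocorticoid-responsive genes in each of AMY, NAC and PFC. Dots with SE bars stand for 0, 8 and 120 h by color, and filled dots passed an adjusted p of 0.05. For Tsc22d3 in AMY the dot at 8 h lies at 0.88, filled.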

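Of 15 measured circadian clock genes, 4 rose and 1 fell in AMY at 0 h (7 and 1 adjusted over the list alone), 3 rose in NAC (3 and 1), and 3 rose and 1 fell in PFC (6 and 1). Ciart, a repressor of the core clock, rose by 0.47 ± 0.065 (adjusted p = 0.00104) in AMY, by 0.45 ± 0.075 in NAC and by 0.46 ± 0.068 in PFC. Dbp, a transcription factor under direct clock control, rose by 0.32 ± 0.058 in AMY and by 0.53 ± 0.046 (adjusted p = 1.51e-05) in PFC. Nfil3, which represses the targets of Dbp, fell by 0.19 in AMY (adjusted p = 0.016). At 8 h none of the list passed in AMY, 1 rose in NAC and 2 fell in PFC, where 3 rose and 4 fell when adjusted over the list alone. The list was over-represented at 0 h in AMY (hypergeometric test, adjusted p = 0.001) and PFC (adjusted p = 0.00158), and not in NAC (adjusted p = 0.254). Camera called it at 0 h in AMY (adjusted p = 0.0179) and PFC (adjusted p = 0.0465) with the preset correlation, and not with an estimated one (adjusted p = 0.665 and 0.421). The difference between 8 and 0 h passed camera in AMY (adjusted p = 0.0346), though not with an estimated correlation (adjusted p = 0.364), and did not pass in NAC (adjusted p = 0.494) or PFC (adjusted p = 0.125). In the same samples at 0 h, 9 of 17 oligodendrocyte markers were lower and 4 of 6 thalamic markers higher in NAC, and in PFC all 6 thalamic markers had a positive log2 fold change (1 passed).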

Time- and brain region-dependent changes in gene expression were detected in response to CIE vapor exposure in mice. These procedures do not result in overt behavioral signs of withdrawal at the exposure levels used this study. A similar number of genes were detected in each brain region (9,026–9,185), but fewer genes were detected in liver (7,616). 

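With the same rule, probes of 8732 unique gene symbols were detected in AMY, 8741 in NAC, 8881 in PFC and 7372 in liver. In AMY and NAC these included 19 of 24 listed genes of microglia, the resident macrophages of the brain, and 17 of 23 of oligodendrocytes, which form myelin. Of 22 listed neuronal genes, 14 were measured in AMY, 13 in NAC and 15 in PFC. In liver they included 14 of 20 listed genes of Kupffer cells, the liver's macrophages, and 20 of 24 genes of drug metabolism. Red blood cell genes and lymphocyte genes were too few for a list test. Of 8 and 14 listed genes, 2 each matched a symbol of the probes with processed values.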

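In AMY, 488 of 12588 probes differed between treated and control mice at 0 h and 363 at 8 h. In NAC the numbers were 924 of 12659 and 879, in PFC 190 of 12835 and 734, and in liver 2145 of 10530 and 3259. Most brain changes were small: the median absolute log2 fold change of the probes that passed lay between 0.166 and 0.238, against 0.3 and 0.247 in liver. The genes with the largest changes served several functions. Txnip, an inhibitor of thioredoxin that responds to glucose and to glucocorticoids, rose by 0.67 ± 0.12 (adjusted p = 0.0103) in PFC at 0 h. Ptgds, which makes prostaglandin D and is abundant in the meninges and choroid plexus, rose by 1.13 ± 0.21 (adjusted p = 0.00307) in NAC at 8 h. Hes5, a target of Notch signaling, had a log2 fold change of -0.52 ± 0.043 (adjusted p = 7.17e-07) in AMY at 8 h, and Nrarp, a feedback inhibitor of Notch, one of -0.72 ± 0.07. Fcrls, a microglial surface receptor, had log2 fold changes of -0.42 ± 0.083 at 0 h and -0.45 ± 0.073 at 8 h in AMY. Hba-a1, a hemoglobin gene of red blood cells, had log2 fold changes from -1.15 to -1.09 in the 5 brain comparisons in which it was among the largest falls. In NAC at 0 h, markers of oligodendrocytes were lower and markers of the thalamus higher in treated mice, and no probe passed there in limma after both marker scores were entered as covariates, a fit chosen after seeing the data, in which 866 of the 924 probes kept their sign, while the median size of their change went from 0.176 to 0.102 and its median SE from 0.0425 to 0.0713. With the same covariates 237 probes passed in AMY at 0 h and 365 at 8 h, 664 in NAC at 8 h, and 125 and 184 in PFC. In these 5 comparisons each probe that had passed without them kept its sign, and the median size of its change went from 0.185 to 0.171 in AMY at 0 h, from 0.238 to 0.199 in PFC at 0 h and from 0.188 to 0.154 in PFC at 8 h.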

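By direction, 208 probes were higher and 280 lower in AMY at 0 h (221 and 191 with median scaling in place of quantile normalization), and 206 and 157 at 8 h. In NAC 438 were higher and 486 lower at 0 h, and 506 and 373 at 8 h (607 and 238 with median scaling). In PFC 98 were higher and 92 lower at 0 h, and 332 and 402 at 8 h. In liver 912 were higher and 1233 lower at 0 h, and 1535 and 1724 at 8 h. With all 6 groups of a tissue in 1 fit, the counts at 0 h were 854 in AMY, 1449 in NAC, 683 in PFC and 3629 in liver, and with array weights 756 in AMY, 1597 in NAC and 332 in PFC. Without the treated array of lowest correlation with its group, 1297 probes passed in PFC at 8 h, a fit chosen after seeing the data.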

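In liver, genes of fatty acid synthesis fell together: 10 of 12 at 0 h and 12 of 12 at 8 h, and none rose (12 and 12 adjusted over the list alone). Scd1, the desaturase that makes oleate, had a log2 fold change of -4.16 ± 0.77 (SE, n = 8 treated and 7 control mice) at 0 h, and Srebf1, the transcription factor that drives this pathway, one of -1.63 ± 0.11 (adjusted p = 5.02e-08) at 8 h. Genes of cholesterol synthesis fell as well, 9 of 15 at 0 h and 12 of 15 at 8 h (14 at 0 h adjusted over the list alone), among them Sc5d at -1.50 ± 0.11 (adjusted p = 1.27e-07) at 8 h. Of 20 genes of drug metabolism under the receptors CAR and PXR, 11 rose and 2 fell at 0 h, and 12 rose and 3 fell at 8 h (12 and 3, and 13 and 3, adjusted over the list alone). Cyp2b10, a cytochrome P450 that CAR induces, rose by 2.93 ± 0.44 (adjusted p = 0.000408) at 0 h and 2.66 ± 0.35 at 8 h. Genes of the unfolded protein response, which refold proteins in the endoplasmic reticulum, were 2 higher and 8 lower of 15 at 0 h (4 and 8 adjusted over the list alone) and 6 higher and 3 lower at 8 h (7 and 3). The chaperone Hsp90b1 fell by 1.40 ± 0.10 at 0 h and rose by 0.54 ± 0.12 (adjusted p = 0.00226) at 8 h. The difference between 8 and 0 h over this list passed camera (adjusted p = 1.06e-13, and adjusted p = 0.0136 with an estimated correlation). Of 19 glucocorticoid-responsive genes 8 rose and 1 fell at 0 h and 14 rose and 1 fell at 8 h (10 and 1, and 16 and 1, adjusted over the list alone). Hypergeometric adjusted p at 8 h was 5.41e-05 for drug metabolism and 0.000542 for the glucocorticoid list. With camera and an estimated correlation no liver list was called at 0, 8 or 120 h, and the adjusted p at 8 h was 0.0902 for fatty acid and for cholesterol synthesis, 0.139 for drug metabolism and 0.107 for the glucocorticoid list.

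**Figure D2:**
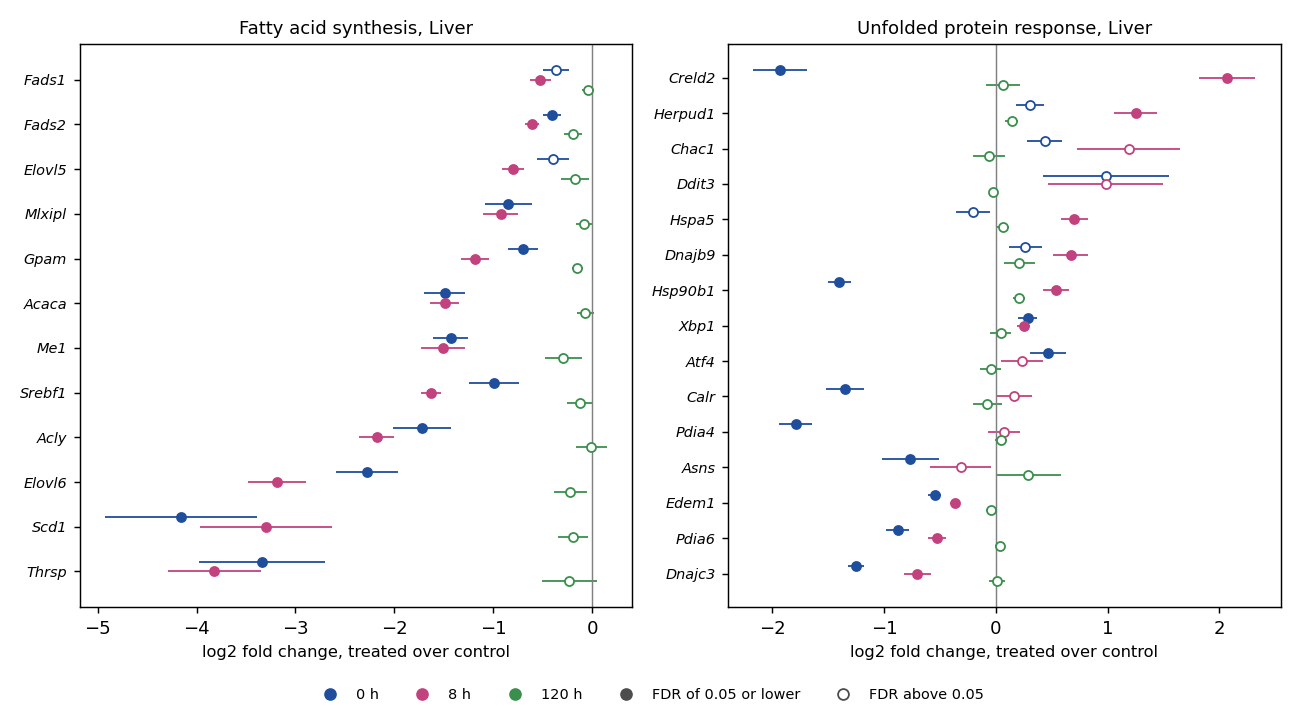
Log2 fold change of treated over control mice in liver (horizontal axis) for 12 genes of fatty acid synthesis and 15 of the unfolded protein response. Dots with SE bars stand for 0, 8 and 120 h by color, and filled dots passed an adjusted p of 0.05. The dot of Scd1 at 0 h lies at -4.16.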

CIE vapor elicited pronounced gene expression changes in all brain regions, as well as in liver (Fig. 1). However, after 120 hours, the transcriptional response to CIE had declined substantially in all tissues when compared with the 0- and 8-hour time points. 

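At 120 h no probe passed an adjusted p of 0.05 in limma in any tissue. The smallest adjusted p was 0.152 in AMY, 0.489 in NAC, 1 in PFC and 0.217 in liver. At an unadjusted p of 0.05 or lower there were 384 probes in AMY, 579 in NAC, 438 in PFC and 875 in liver, where chance gives about 629, 633, 642 and 526. The effect of CIE vapor at 120 h differed from that at 0 h for 184 probes in AMY, 252 in NAC, 80 in PFC and 1621 in liver, and from that at 8 h for 56, 158, 107 and 1584. A fit of the authors' processed values with the replicate number as a block, chosen after seeing the data, called 1 probe at 120 h in AMY and 1 in NAC.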

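B2m, the light chain of MHC class I, was the gene of smallest p at 120 h in AMY, with a log2 fold change of 0.44 ± 0.076 (adjusted p = 0.152). In NAC the value of B2m was 0.42 ± 0.086 (adjusted p = 0.489) and that of Nfkbia, an inhibitor of NF-kB, was -0.18 ± 0.037. In PFC the hemoglobin gene Hba-a1 had 0.83 ± 0.18 (adjusted p = 1). In liver Mlf2, a myeloid leukemia factor, had -0.18 ± 0.033 (adjusted p = 0.217). These values did not pass the test, and the genes are named by their rank. Of 15 interferon-responsive genes in AMY, none passed over all probes and 6 rose when adjusted over the list alone. This list was called by camera in AMY at 120 h, also with an estimated correlation (adjusted p = 0.0156), and with the preset correlation alone in NAC (adjusted p = 3.35e-06) and PFC (adjusted p = 0.000107). Of the microglial list at 120 h, 15 of 19 genes in AMY and 19 of 19 in NAC had a positive log2 fold change (camera adjusted p = 0.00774 and 2.89e-10, with an estimated correlation 0.646 and 0.102). In NAC at 120 h camera with the preset correlation called several other lists as well, and with an estimated correlation no list. Most lists called by camera at 0, 8 or 120 h did not hold with an estimated correlation. Those that held were the interferon list in AMY at 120 h and the glucocorticoid list in AMY at 8 h.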

Differential gene expression was not detected in any of the tissues at the 120-hour time point after multiple comparison correction. The 0- and 8-hour time points showed the greatest overlap of differentially expressed genes across tissues (Fig. 2; S3 Table; note that these data represent the top 500 differentially expressed genes regardless of multiple comparison correction). This overlap was less than 21% for each of the brain regions and about 50% for liver (data not shown). 

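Of the 500 genes of smallest p at each time point, 76 (15.2%) were shared by 0 and 8 h in AMY, 63 (12.6%) in NAC, 58 (11.6%) in PFC and 149 (29.8%) in liver. Chance gives 28.6, 28.6, 28.1 and 33.9 shared genes (exact hypergeometric test, p = 1.07e-15 in AMY, 1.4e-09 in NAC, 7.82e-08 in PFC and 9.35e-62 in liver). Of the shared genes, 72 in AMY, 61 in NAC, 44 in PFC and 148 in liver changed in the same direction. Between 0 and 120 h, 50, 43, 27 and 35 genes were shared, which by the exact test exceeded chance in AMY (p = 6.75e-05) and NAC (p = 0.00445) and did not in PFC (p = 0.62) or liver (p = 0.448). Of these, 18 in AMY, 20 in NAC, 11 in PFC and 23 in liver changed in the same direction. Between 8 and 120 h, 51, 53, 38 and 30 were shared (exact p = 3.37e-05, 7.61e-06, 0.035 and 0.79), of which 33, 31, 30 and 21 changed in the same direction. At 120 h the 500 genes did not pass the adjusted test, and the p-values treat genes as independent, which genes of 1 pathway are not.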

Differentially expressed genes at 0-hour were mostly (60–80%) regulated in a similar direction at 8 hours; however, the consistency of genes changing in the same direction at these time points was greatest for liver and least for PFC (Fig. 3).

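Of the probes that passed at 0 h in AMY, 401 of 488 (82.2%, Wilson 95% interval 78.5 to 85.3) had the same sign at 8 h. In NAC this held for 672 of 924 (72.7%), in PFC for 119 of 190 (62.6%, 55.6 to 69.2) and in liver for 1898 of 2145 (88.5%, 87.1 to 89.8). When treatment labels were permuted at 8 h in 100 draws, the share had a median of 47.5% in AMY, 47.3% in NAC, 50.5% in PFC and 44.8% in liver, and the real share was larger than by permutation in AMY (p = 0.01), NAC (p = 0.04) and liver (p = 0.01) but not in PFC (p = 0.2), where 0.01 is the smallest p that 100 draws can give. Of the probes that passed at both times, 54 of 56 in AMY, 144 of 151 in NAC, 25 of 31 in PFC and 1190 of 1222 in liver kept their direction. In PFC, Nrn1, a membrane protein that neuronal activity induces to promote neurite growth, fell by 0.32 at 0 h (adjusted p = 0.0277) and rose by 0.37 ± 0.085 (adjusted p = 0.0157) at 8 h. In NAC, Mgst1, a glutathione transferase of membranes, was higher at both times (0.26 ± 0.048 at 0 h). The intervals count probes as independent.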

**Fig 1:**
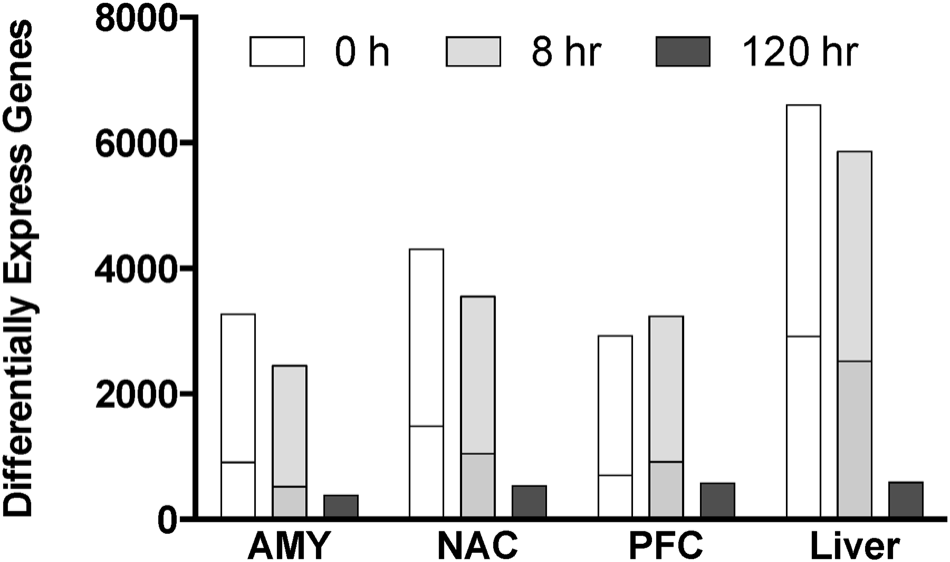
Gene expression changes in brain and liver at three time points following CIE vapor. Bars indicate the number of genes differentially expressed (p≤0.05) in each tissue at 0-, 8-, and 120-hours following CIE vapor treatment. The horizontal lines represent the number of differentially expressed genes after correcting for multiple comparisons (FDR≤0.05).

**Fig 2:**
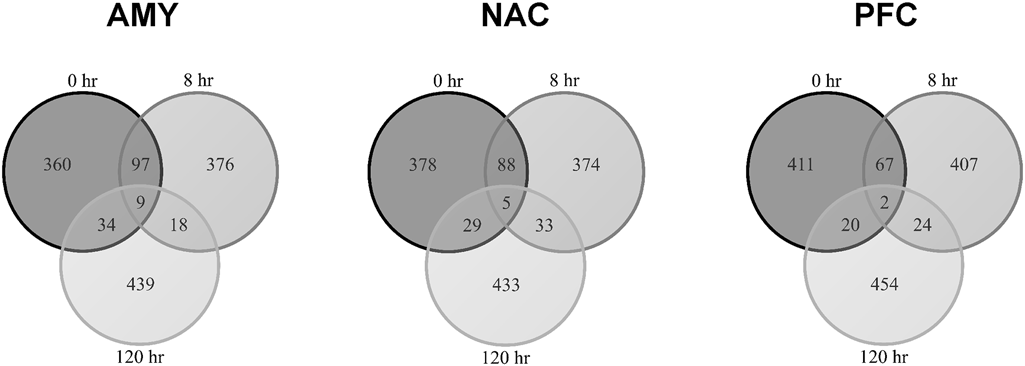
Overlap of the top 500 differentially expressed genes across time. Each time point displays a relatively unique set of differentially expressed genes for each brain region. Times 0 and 8 share the greatest overlap of differentially expressed genes within each brain region; however, this overlap was less than 21%. The three time points combined exhibit very little overlap of differentially expressed genes within each brain region (AMY = amygdala; NAC = nucleus accumbens; PFC = prefrontal cortex).

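Of the 500 genes of smallest p, 12 were shared by 0, 8 and 120 h in AMY, 10 in NAC, 5 in PFC and 11 in liver. In each brain region the shared genes included B2m and the hemoglobin gene Hbb-bt. In AMY they also included Cd74, the invariant chain of MHC class II, C4b, a complement component, and Ifi27, an interferon-induced gene. In NAC they included Alox5ap, which is needed to make leukotrienes, H2-M3 and Gm8909, which are of the MHC class I family, and Lgals3bp, a secreted galectin-binding protein. In PFC they included Edn1, the vasoconstrictor endothelin, and Lsp1, a leukocyte actin-binding protein. In liver they included Gapdh, an enzyme of glycolysis, and Eef2, a factor of translation. Hbb-bt had a log2 fold change of -0.86 ± 0.19 in PFC at 8 h and 0.57 ± 0.19 at 120 h, and the value at 120 h did not pass the test.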

**Fig 3:**
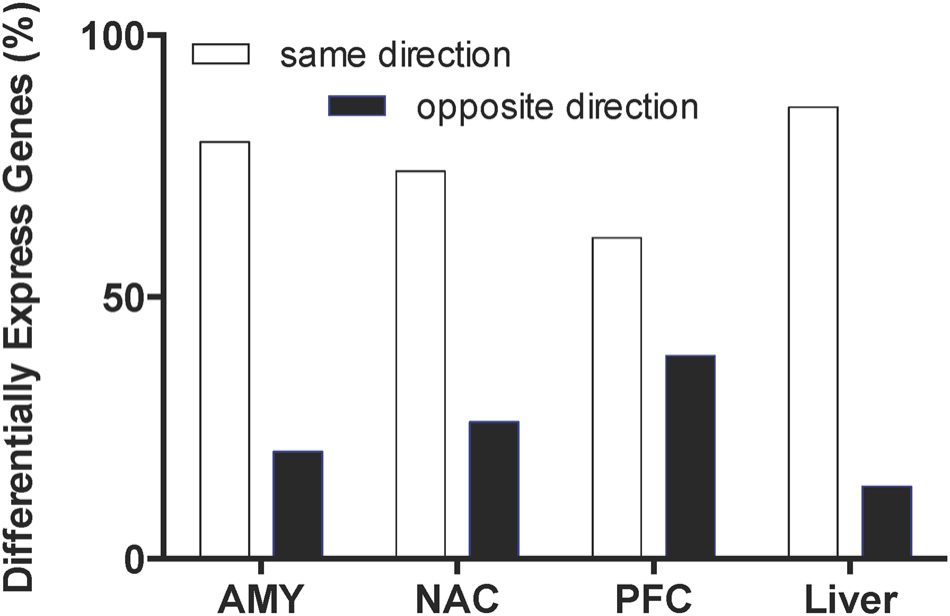
Directionality of differentially expressed genes at 0- and 8-hours. Bars show the percentage of differentially expressed genes (FDR ≤ 0.05) in the same (white) and opposite (black) direction at 0- and 8-hours. Percentages are based on the total number of differentially expressed genes at time 0. (AMY = amygdala; NAC = nucleus accumbens; PFC = prefrontal cortex).

### WGCNA and Enrichment Analyses

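Over the detected probes, time accounted for 23.2% of the variance between arrays in AMY, 21.9% in NAC, 24.1% in PFC and 34.4% in liver. Treatment accounted for 5.14%, 6.55%, 3.83% and 11.4%, and the interaction of time and treatment for 5.83%, 6.96%, 6.62% and 8.73%. Within single time points the share of treatment in AMY was 17% at 0 h, 18.5% at 8 h and 5.07% at 120 h. In NAC it was 20.1%, 21.7% and 6.45%, in PFC 16.3%, 17.8% and 5.77%, and in liver 29.9%, 40.5% and 8.38%. These shares within single time points were not compared with permuted labels, and random labels also take a share above 0. In 100 draws with permuted labels the share of time reached at most 7.78% in AMY, 7.45% in NAC, 8.55% in PFC and 9.89% in liver, and the share of treatment at most 3.14%, 3.83%, 4.13% and 4.17%. Each time point was a separate set of mice, and the files do not give the chip of an array.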

For all tissues, there was distinct clustering of gene networks at 120-hours compared to other times, and this time point had a greater effect than treatment on sample clustering due to the lack of expression changes (data not shown). WGCNA identified 34–45 modules in brain and 24 modules in liver, with module sizes ranging from 78–1,412 transcripts. The Database for Annotation, Visualization and Integrated Discovery (DAVID) was used for over-representation analysis and to evaluate the biological function of each module.

These results were further substantiated by enrichment analysis using cell-specific and functional gene lists. Published cell-type gene lists (see Methods for details) were used to determine which cells might be disproportionately enriched with differentially expressed genes (adjusted p≤0.05) in response to CIE vapor as a function of time. Enrichment of microglia-specific genes was observed in all brain regions at the 8-hour time point while almost all brain regions and time points were enriched with astrocyte-specific genes (Table 1). 

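Of 19 measured microglial genes in AMY at 8 h, 4 rose and 1 fell (7 and 2 adjusted over the list alone). Fcgr3, a receptor for antibody complexes, rose by 0.48 ± 0.093 (adjusted p = 0.00851), C1qa, a subunit of the complement initiator C1q, rose by 0.29 ± 0.064 (adjusted p = 0.0175), and Gpr34, a lysophospholipid receptor, had a log2 fold change of -0.18 ± 0.041 (adjusted p = 0.0232). In NAC at 8 h, 5 of 19 rose and none fell (5 and 1 adjusted over the list alone), with Tmem119, a marker of resident microglia, at 0.21 ± 0.033 (adjusted p = 0.000938) and C1qb at 0.25 ± 0.059. In PFC at 8 h, 1 rose and 1 fell (2 and 3 adjusted over the list alone): Fcgr3 at 0.40 ± 0.072 (adjusted p = 0.00381) and Gpr34 at -0.25 ± 0.051. The microglial list was over-represented at 8 h in AMY (hypergeometric test, adjusted p = 0.00276) and NAC (adjusted p = 0.0208) and not in PFC (adjusted p = 0.579). It was called by camera in AMY at 8 h, not with an estimated correlation (adjusted p = 0.616).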

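Few genes of astrocytes, which serve glutamate uptake and potassium buffering, passed the test. In AMY, of 19 measured, none passed at 0 h and 1 fell at 8 h (3 fell at 0 h adjusted over the list alone). In NAC 2 rose at each time point: Fgfr3, a growth factor receptor, at 0.35 ± 0.059 (adjusted p = 0.00285) and Agt, the precursor of angiotensin, at 0.49 ± 0.12 at 0 h, and Slc1a2 and Aldh1l1, a folate enzyme, at 8 h. In PFC none of 18 passed at 0 h and 4 fell at 8 h (6 adjusted over the list alone), among them Plpp3, a lipid phosphatase, at -0.27 ± 0.053 (adjusted p = 0.00686) and Gpr37l1, a receptor of astrocytes, at -0.20 ± 0.043. The list passed the hypergeometric test in PFC at 8 h (adjusted p = 0.0382) and not in AMY (adjusted p = 1 at 0 h and 0.344 at 8 h) or NAC (adjusted p = 0.857 and 0.856). In PFC at 8 h camera called it with the preset correlation and not with an estimated one (adjusted p = 0.312). In the same samples 13 of 16 oligodendrocyte genes and 5 of 6 thalamic markers had a negative log2 fold change, and with marker scores of oligodendrocytes and the thalamus as covariates, a fit chosen after seeing the data, 184 probes passed there in place of 734. The marker lists are not the paper's own, which were not used here.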

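In NAC at 0 h, 9 of 17 measured oligodendrocyte genes fell and none rose (13 fell adjusted over the list alone). Pllp, a myelin membrane protein, had a log2 fold change of -0.25 ± 0.058 (adjusted p = 0.0151) and Ugt8a, the enzyme that makes the myelin lipid galactosylceramide, one of -0.40 ± 0.092 (adjusted p = 0.0138). Mag, the myelin-associated glycoprotein, had one of -0.29 ± 0.076. At 8 h in NAC, 6 rose and none fell (6 and 1 adjusted over the list alone), with Cldn11, the claudin of myelin, at 0.35 ± 0.069 (adjusted p = 0.00491) and Mobp, a basic protein of myelin, at 0.48 ± 0.098. The list was over-represented at 0 h (hypergeometric test, adjusted p = 0.000115) and at 8 h (adjusted p = 0.0138). It was called by camera at 0 and 8 h, not with an estimated correlation (adjusted p = 0.559 and 0.4). The difference between 8 and 0 h passed camera (adjusted p = 3.89e-15), not with an estimated correlation (adjusted p = 0.126). In AMY none of 17 passed at 0 h and 2 fell at 8 h, and in PFC 1 of 16 fell at 8 h (Opalin, a myelin protein, at -0.41 ± 0.065). Adjusted over the list alone, 2 fell in AMY at 0 h and 4 in PFC at 8 h, and camera called the list downward there with the preset correlation (adjusted p = 0.0179 and 0.0163), not with an estimated one (adjusted p = 0.688 and 0.485). In the NAC samples at 0 h, 4 of 6 thalamic markers rose (6 adjusted over the list alone, hypergeometric adjusted p = 0.0107, camera adjusted p = 1.89e-05 and with an estimated correlation 0.141), among them Tcf7l2 at 0.25 ± 0.046 (adjusted p = 0.00431).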

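Neuronal genes passed in small numbers in each region. In NAC 2 of 13 rose at 0 h (4 and 1 adjusted over the list alone), with Syp, a synaptic vesicle protein, at 0.16 ± 0.034 (adjusted p = 0.00881), and 2 fell at 8 h, with Stmn2, a regulator of axonal microtubules, at -0.37 ± 0.11. In AMY 1 of 14 fell at 0 h, Gad1, an enzyme that makes GABA, at -0.22 ± 0.046 (adjusted p = 0.0117). In PFC 1 of 15 fell at 8 h, Snhg11, a neuronal noncoding transcript, at -0.18 ± 0.051 (adjusted p = 0.0482). In PFC the list's hypergeometric adjusted p was 1 at 0 h and 0.834 at 8 h. No listed gene for GABA or glutamate receptors passed in PFC by its brightest probe, 1 of 12 fell in NAC at 0 h, and none passed in AMY.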

The NAC was the only brain region enriched with oligodendrocyte-specific genes, and the PFC was the only region enriched with neuronal genes (Table 1). A list of 824 immune-related genes obtained from the SA Biosciences website (S2 Table) was used to identify over-represented differentially expressed immune genes. For this analysis, an FDR cutoff of 0.05 was used. Notably, there was consistent enrichment of immune-related genes in all brain regions at 8 hours (Table 2). However, there was no over-representation of immune genes in liver (data not shown).

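Of 10 measured genes of MHC class I antigen presentation, at 8 h 5 rose in AMY and 5 in NAC, and of 11 in PFC 4 rose (6 each adjusted over the list alone), and none fell. H2-T23, a nonclassical class I molecule, rose by 0.87 ± 0.21 (adjusted p = 0.0266) in AMY and 0.63 ± 0.12 (adjusted p = 0.0032) in NAC. H2-Q7, another class I molecule, rose by 0.37 ± 0.069 in PFC. Of 15 interferon-responsive genes 7 rose in AMY and 4 in NAC (13 and 7 adjusted over the list alone), and of 16 in PFC none passed by its brightest probe, also when adjusted over the list alone. Ifit3, an antiviral protein that interferon induces, rose by 0.68 ± 0.15 (adjusted p = 0.019) in AMY. The MHC class I list was over-represented at 8 h in AMY (hypergeometric test, adjusted p = 0.000105), NAC (adjusted p = 0.00863) and PFC (adjusted p = 0.0382), and the interferon list in AMY (adjusted p = 4.45e-06) and NAC (adjusted p = 0.00863) and not in PFC (adjusted p = 0.552). With camera and an estimated correlation the adjusted p of MHC class I was 0.218 in AMY, 0.139 in NAC and 0.327 in PFC, and of the interferon list 0.218, 0.302 and 0.593.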

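Of the 823 genes of the study's immune-related list, 426 matched a symbol of the probes with processed values. In AMY at 8 h, 24 of 324 measured genes changed, where chance gives 11.5 (exact hypergeometric p = 0.000531, adjusted over lists 0.00276). In NAC 39 of 317 changed, against 27.2 (exact p = 0.0134, adjusted 0.0499), and in PFC 38 of 352, against 25.3 (p = 0.00725, adjusted 0.0382). By the brightest probe 21 rose and 1 fell in AMY, 31 and 5 in NAC, and 21 and 14 in PFC (28 and 4, 36 and 9, and 27 and 25 adjusted over the list alone). Camera called the list at 8 h in AMY with the preset correlation (adjusted p = 0.0281) and not in NAC (adjusted p = 0.11) or PFC (adjusted p = 0.613), and with an estimated correlation in no region (adjusted p = 0.218, 0.139 and 0.832). At 0 h the numbers of changed genes were 13 in AMY (exact p = 0.775), 29 in NAC (p = 0.479) and 11 in PFC (p = 0.0549). The p at 8 h was 0.0835 in AMY without the detection filter. In NAC it was 0.0842 from the deposited values and 0.111 against the genes of all probes with processed values in any tissue. Probes without processed values had no symbol here, so no alternative covered every gene on the array. From the over-representation at 8 h, the paper states that immune-related genes were enriched in all brain regions.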

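In liver, 71 of 327 measured immune-related genes changed at 0 h, where chance gives 76.2 (exact hypergeometric p = 0.778), and 108 at 8 h, against 112 (p = 0.71). By the brightest probe 52 rose and 18 fell at 0 h, and 69 and 31 at 8 h (54 and 18, and 69 and 31, adjusted over the list alone). Genes of Kupffer cells and macrophages rose, 10 of 14 at 0 h and 10 of 14 at 8 h, and none fell (12 and 10 adjusted over the list alone). Among them Cd163, a scavenger receptor for hemoglobin, rose by 0.69 ± 0.13 (adjusted p = 0.00218) and Marco, a receptor for bacteria and particles, by 0.83 ± 0.16 at 0 h. The Kupffer cell list was over-represented by the exact hypergeometric test (adjusted p = 0.00113 at 0 h and 0.0254 at 8 h). With camera and an estimated correlation its adjusted p was 0.372 and 0.416. Of 23 interferon-responsive genes, 1 fell at 0 h, and 1 rose and 1 fell at 8 h, and of 17 MHC class I genes 4 rose at 0 h and 5 at 8 h.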

**Table 1:** Enrichment of ethanol-responsive, cell type-specific genes at 0- and 8-hours after CIE vapor.

Tissue	Time Point	Astrocyte	Microglial	Neuron	Oligodendrocyte
**AMY**	0 hr	5.96E-06	7.49E-02	2.17E-01	5.45E-01
	8 hr	7.67E-09	7.14E-07	9.97E-01	9.22E-02
**NAC**	0 hr	4.52E-01	4.52E-01	1.42E-01	4.38E-07
	8 hr	2.62E-03	2.53E-05	4.32E-01	7.42E-03
**PFC**	0 hr	4.80E-04	5.61E-02	4.80E-04	5.95E-01
	8 hr	2.83E-04	1.21E-02	2.39E-02	3.60E-01

Table shows hypergeometric q values for over-representation of cell-type specific genes in differentially expressed genes (adjusted p ≤ 0.05).

AMY = amygdala; NAC = nucleus accumbens; PFC = prefrontal cortex. Q values are shown (hypergeometric test) for differentially expressed genes (FDR≤0.05) that are enriched in specific cell types within each brain region.

**Table 2:** Enrichment of ethanol-responsive, immune-related genes at 0 and 8 hours after CIE vapor.

Tissue	Time Point	P Value
**AMY**	0 hour	2.16E-01
	8 hour	1.23E-05
**NAC**	0 hour	7.05E-01
	8 hour	1.79E-02
**PFC**	0 hour	3.95E-03
	8 hour	1.49E-02

AMY = amygdala; NAC = nucleus accumbens;^c^PFC = prefrontal cortex. P values are shown (hypergeometric test) for differentially expressed immune-related genes (FDR≤0.05) in each brain region.

We also examined the overlap of cell-specific differentially expressed genes (FDR≤0.05) at the 0- and 8-hour time points. 

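Of the genes that passed at 0 h in AMY, 51 of 415 (12.3%) also passed at 8 h. In NAC this held for 140 of 782 (17.9%), in PFC for 26 of 161 (16.1%) and in liver for 1028 of 1719 (59.8%). Counting a gene by any of its probes, 1 microglial gene passed at 0 h in AMY (Gpr34) and 1 in PFC (Fcgr3), and each also passed at 8 h, while none passed at 0 h in NAC. None of 9 oligodendrocyte genes and none of 2 neuronal genes that passed at 0 h in NAC passed at 8 h. None of the astrocyte genes that passed at 0 h (1 in AMY and 2 in NAC) passed at 8 h. Of immune-related genes, 4 of 13 in AMY, 10 of 29 in NAC and 2 of 11 in PFC passed at both times, and in NAC all 3 MHC class I genes did. With so few genes a difference between cell types was not tested.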

Microglial genes were the most highly conserved group of cell type-specific genes across these time points for all brain regions (Fig. 4). In addition, modules were evaluated for enrichment with differentially expressed genes. All brain regions exhibited a number of ethanol-responsive modules that were also enriched with genes from one or more of the cell-type/functional gene lists (Table 3). Microglia- and astrocyte-enriched modules showed the most persistent gene expression changes across time and were primarily associated with anti-apoptosis and immune response. In contrast, neuron- and oligodendrocyte-enriched modules showed more transient gene expression changes. For example, neuronal enrichment was only observed in one module (PFC/2) at 0- and 8-hours. 

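For each module hub gene named by the study, the 100 probes most correlated with its probe over all arrays of a tissue were taken. With the hub's probe they form a neighborhood, counted as unique genes, since the modules themselves were not rebuilt. A hub that is on a list counts among the genes of that list. This holds for H2-T23 and Psmb9 (MHC class I), Plin4 (glucocorticoid), Acsbg1 (astrocyte) and Slc17a7 (neuron). Around H2-T23, the hub of AMY/2, 78 genes held 14 interferon-responsive, 6 MHC class I and 5 microglial genes. Their mean limma t, from 1 fit of all 6 groups, was 1.79 at 0 h, 3.88 at 8 h and 0.449 at 120 h. Around Psmb9, a subunit of the immunoproteasome and the hub of PFC/1, 76 genes held 13 interferon-responsive, 7 MHC class I and 6 microglial genes, with a mean t of 2.82, 1.71 and 0.395. Around Mfge8, a bridge for the engulfment of dying cells, the neighborhood was lower: 89 genes in AMY with 5 microglial genes had a mean t of -2.26 at 0 h and -2.28 at 8 h. Around GJB6, the astrocyte gap junction protein connexin 30 and the hub of NAC/2, 77 genes held 8 glucocorticoid-responsive and 3 astrocyte genes, with a mean t of 2.39 and 2.98. The hubs were chosen by the study on these samples, so they are not independent evidence of a direction.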

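Around Galnt9, a glycosyltransferase and the hub of PFC/2, 84 genes had a mean t of -2.61 at 0 h, 3.28 at 8 h and 0.277 at 120 h. They held 8 activity-regulated genes, which neurons switch on when they fire (hypergeometric adjusted p = 1.94e-09), and the list of general neuronal markers was not over-represented. Around Rph3a, a synaptic vesicle protein and another PFC hub, 83 genes held 4 neuronal genes (adjusted p = 0.000377), with a mean t of -2.97 at 0 h and 0.766 at 8 h. Around Slc17a7, the vesicular glutamate transporter and the hub of AMY/3, 81 genes held 3 neuronal genes, with a mean t of 2.62 and 0.152. Slc17a7 itself is 1 of the 3 and counts toward the hypergeometric adjusted p of 0.00783. Around Trim3, another AMY hub, 91 genes held 2 neuronal genes, with a hypergeometric adjusted p of 0.153. Around PLEKHG3 in NAC, 82 genes held 12 oligodendrocyte genes (adjusted p = 3.03e-19), with a mean t of -2.92 and 0.488.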

A single module (NAC/3) was enriched with microglia and oligodendrocyte genes as well as ethanol-responsive genes at 0- and 8-hours. 

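Around Plin4, a lipid droplet protein and the hub of NAC/3, 84 genes had a mean t of 2.45 at 0 h, 4.25 at 8 h and -0.0134 at 120 h. They held 13 glucocorticoid-responsive genes (hypergeometric adjusted p = 1.37e-19), while the lists of microglial and oligodendrocyte markers were not over-represented. Of these 84 genes, 32 passed at 0 h and 65 at 8 h in the fit of all 6 groups. Plin4 itself rose by 1.63 ± 0.22 (adjusted p = 0.000314) at 8 h in NAC and had 0.94 ± 0.35 (adjusted p = 0.107) at 0 h.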

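Of the hub genes, 5 of 45 passed at 0 h and 7 at 8 h in AMY, 12 and 12 of 36 in NAC, and 5 and 4 of 34 in PFC, and none at 120 h. Both times were passed by 1 hub in AMY, 7 in NAC and 1 in PFC. In AMY, Xpa, a DNA repair protein, rose by 0.25 ± 0.066 (adjusted p = 0.037) at 0 h and 0.20 ± 0.053 at 8 h, and Mfge8 had a log2 fold change of -0.39 ± 0.046 (adjusted p = 7.71e-05) at 8 h. In NAC, Lgals3bp rose by 0.63 ± 0.11 (adjusted p = 0.00361) and 0.53 ± 0.11, and Cirbp, a cold-inducible RNA-binding protein, by 0.32 ± 0.078 and 0.40 ± 0.076. In PFC, Galnt9 fell by 0.41 at 0 h (adjusted p = 0.0245) and rose by 0.44 ± 0.094 (adjusted p = 0.00938) at 8 h. At an unadjusted p of 0.05 or lower, 2 hubs in AMY, 2 in NAC and 3 in PFC were counted at 120 h. In NAC at 0 h these hubs changed in samples whose oligodendrocyte markers were lower.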

Table 3 also indicates differentially expressed module hub genes for each brain region and time point. Specific gene names and level of significance is provided in S4 Table.

**Fig 4:**
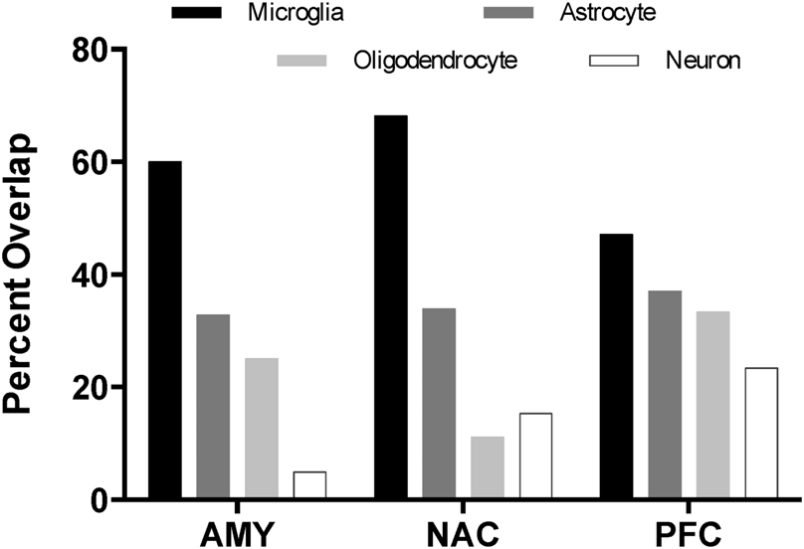
Overlap of cell-specific, differentially expressed genes at 0- and 8-hours after CIE vapor. Bars show the percentage of cell type-specific genes differentially expressed (FDR ≤ 0.05) at both the 0- and 8-hour time points. Percentages are based on the total number of differentially expressed, cell type-specific genes at time 0. (AMY = amygdala; NAC = nucleus accumbens; PFC = prefrontal cortex).

**Table 3:** Ethanol-responsive WGCNA co-expression modules enriched with cell type-specific genes.

		Astrocytes		Microglia		Neuron		Oligodendrocytes	
*Tissue/ Module*	*Module Function Summary*	*0 hour*	*8 hour*	*0 hour*	*8 hour*	*0 hour*	*8 hour*	*0 hour*	*8 hour*
**AMY/1**	Anti-apoptosis	**X, H** ^**FDR**^	**X, H** ^**FDR**^	**X, H** ^**FDR**^	**X, H** ^**FDR**^				
**AMY/2**	Antigen processing and presentation; adaptive immune response; major histocompatability complex			**X, H**	**X, H** ^**FDR**^				
**AMY/3**	Neuron development; axonogenesis; glycoprotein					**X, H** ^**FDR**^			
**AMY/4**	GPCR activity; nucleotide receptor activity		**X, H** ^**FDR**^						**X, H** ^**FDR**^
**AMY/5**	Glutathione metabolism; drug metabolism		**X, H**						
**NAC/1**	GPCR activity; disulfide bond; immunoglobulin, extracellular matrix	**X, H** ^**FDR**^						**X, H** ^**FDR**^	
**NAC/2**	Glutathione metabolism; drug metabolism	**X, H** ^**FDR**^	**X, H** ^**FDR**^						
**NAC/3**	ras/rho GTPase signaling; anti-apoptosis			**X, H** ^**FDR**^	**X, H** ^**FDR**^			**X, H** ^**FDR**^	**X, H** ^**FDR**^
**NAC/4**	Antigen processing and presentation; adaptive immune response			**X, H** ^**FDR**^	**X, H** ^**FDR**^				
**NAC/5**	Fibronectin, type III subdomain; cell adhesion						**X, H** ^**FDR**^		
**PFC/1**	Antigen processing and presentation; adaptive immune response; major histocompatability complex	**X, H** ^**FDR**^		**X, H** ^**FDR**^					
**PFC/2**	Small GTPase mediated signal transduction; circadian rhythm					**X, H** ^**FDR**^	**X, H** ^**FDR**^		
**PFC/3**	Ribosome; extracellular region; disulfide bond; binding (glycosaminoglycan, pattern, polysaccharide, heparin, carbohydrate); glycoprotein		**X**						

AMY = amygdala; NAC = nucleus accumbens; PFC = prefrontal cortex. Only modules enriched with both cell type-specific and ethanol-responsive genes (FDR ≤ 0.05) are shown. Functional annotations are shown for each module. [An "X" indicates enrichment of the module with ethanol-responsive and cell type-specific genes at the given time point, "H" indicates differentially expressed module Hub gene (unadjusted *p*-value ≤ 0.05), and H^FDR^ indicates differentially expressed Hub gene (FDR ≤ 0.05)].

To further investigate ethanol-responsive modules, we used an effect-size based approach and determined the direction and magnitude of ethanol-induced changes (adjusted p≤0.05) for each coexpression module. Mean t-values were calculated for ethanol-responsive modules identified by WGCNA at each time point. The magnitude and direction of change were relatively consistent in AMY and NAC at 0- and 8-hours (Fig. 5A and 5B). In contrast, these parameters were quite different in the PFC (black and dark turquoise modules; Fig. 5C). 

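Over the hub neighborhoods, the mean t at 0 h and at 8 h correlated at r = 0.671 in AMY (45 sets) and r = 0.642 in NAC (36 sets), across sets that share genes and are not independent. The sign was the same for 35 of 45 sets in AMY and 25 of 36 in NAC. The mean size of t was 1.39 at 0 h, 1.12 at 8 h and 0.265 at 120 h in AMY, and 1.77, 1.59 and 0.386 in NAC. The neighbors were picked over all arrays, so shared effects of treatment and time count in the choice. Picked by the correlation of residuals, they gave 0.906, 0.762 and 0.202 in AMY (r = 0.584) and 1.39, 1.12 and 0.342 in NAC (r = 0.521). Around Plin4 in AMY, 80 genes held 14 glucocorticoid-responsive genes, with a mean t of 2.31 at 0 h and 3.71 at 8 h. Around Acsbg1, an acyl-CoA synthetase and an AMY hub, 89 genes had a mean t of -3.70 and -2.40 and held 4 oligodendrocyte and 3 astrocyte genes.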

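In PFC the mean t of the 34 hub neighborhoods at 0 and 8 h correlated at r = 0.0951, across sets that share genes, and the sign was the same for 13 of 34. The mean size of t was 1.49 at 0 h, 1.16 at 8 h and 0.308 at 120 h, and with neighbors picked by the correlation of residuals 1.11, 1 and 0.305 (r = -0.0327). Around Fam214a, a hub outside the modules enriched with cell type-specific genes, 86 genes had a mean t of 3.66 at 0 h and -0.519 at 8 h. Around Klf13, a zinc finger transcription factor, 84 genes had a mean t of 0.0618 at 0 h and 3.44 at 8 h.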

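Across all probes, the log2 fold changes at 0 and 8 h correlated at r = 0.7 in liver, 0.462 in AMY, 0.417 in NAC and 0.0786 in PFC, and probes are not independent replicates. When treatment labels were permuted in 100 draws, a correlation as large had p = 0.02 in liver, 0.01 in AMY, 0.05 in NAC and 0.74 in PFC by permutation. In liver, Elovl6, which lengthens fatty acids, had log2 fold changes of -2.28 ± 0.31 at 0 h and -3.19 ± 0.30 at 8 h. Creld2, a chaperone of the endoplasmic reticulum, went from -1.93 ± 0.24 to 2.07 ± 0.25.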

The greatest consistency in t-value magnitude and direction was observed in liver (Fig. 5D).

**Fig 5:**
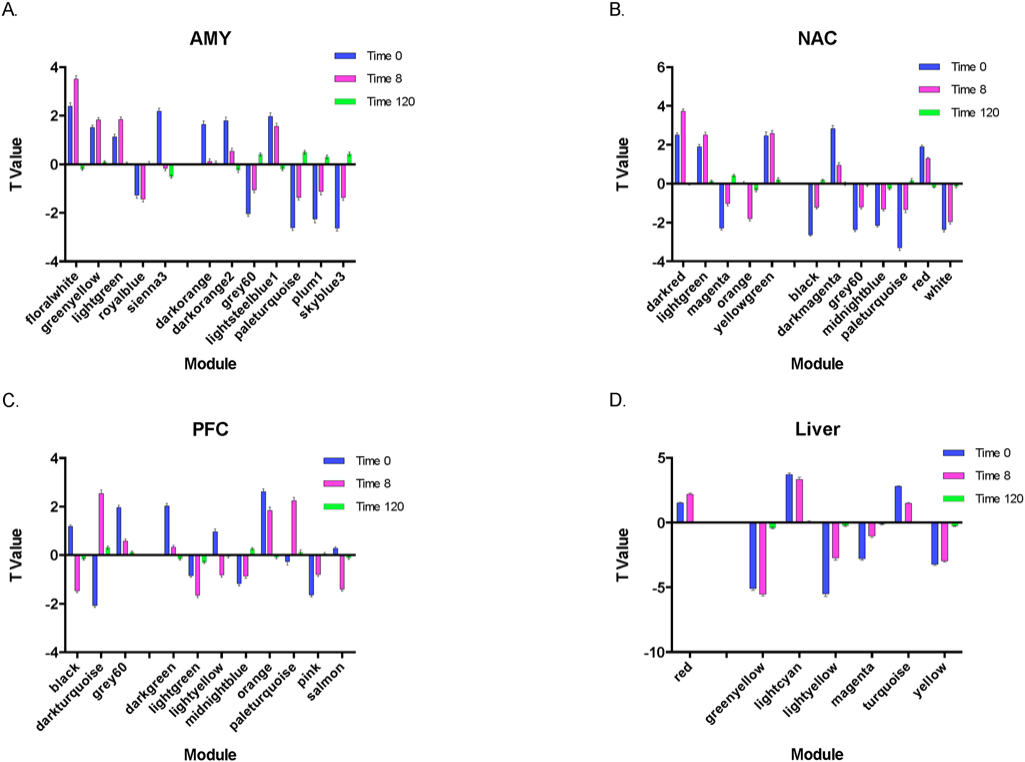
Mean t values for ethanol-responsive modules in brain and liver at 0-, 8-, and 120-hours. Bars show mean t values (±SEM) of ethanol-responsive modules for each tissue at each time point. Panel A = AMY (amygdala), Panel B = NAC (nucleus accumbens), Panel C = PFC (prefrontal cortex), and Panel D = Liver.

### Time Series Analysis

A time series analysis was performed using the Bioconductor package maSigPro [35] to identify clusters of differentially expressed genes with similar patterns of expression. For each tissue, the gene clusters with the greatest overlap with WGCNA modules containing significantly enriched differentially expressed and cell type-specific genes are shown in Fig. 6. The complete sets of clusters for each tissue are included in S2–S5 Figs and S5 Table. In the AMY (Cluster 2), all 15 genes are included in WGCNA modules AMY/1 and AMY/2 (Table 3). These modules were significantly enriched with differentially expressed astrocyte and microglia genes (Table 3: AMY/2 and AMY/3). Similarly, in Cluster 3 of NAC, 20 out of 21 genes overlapped with modules enriched with microglia and oligodendrocytes (Table 3; NAC/3 and NAC/4). In contrast, the PFC cluster (Cluster 2) highly overlapped with a module (Table 3; PFC/2) enriched with neuronal genes. The genes included in each maSigPro cluster are shown in Table 4. Additional patterns of differentially expressed genes were detected but were not found to be enriched in WGCNA modules and are not shown (see S2–S5 Figs for the complete set of clusters).

**Fig 6:**
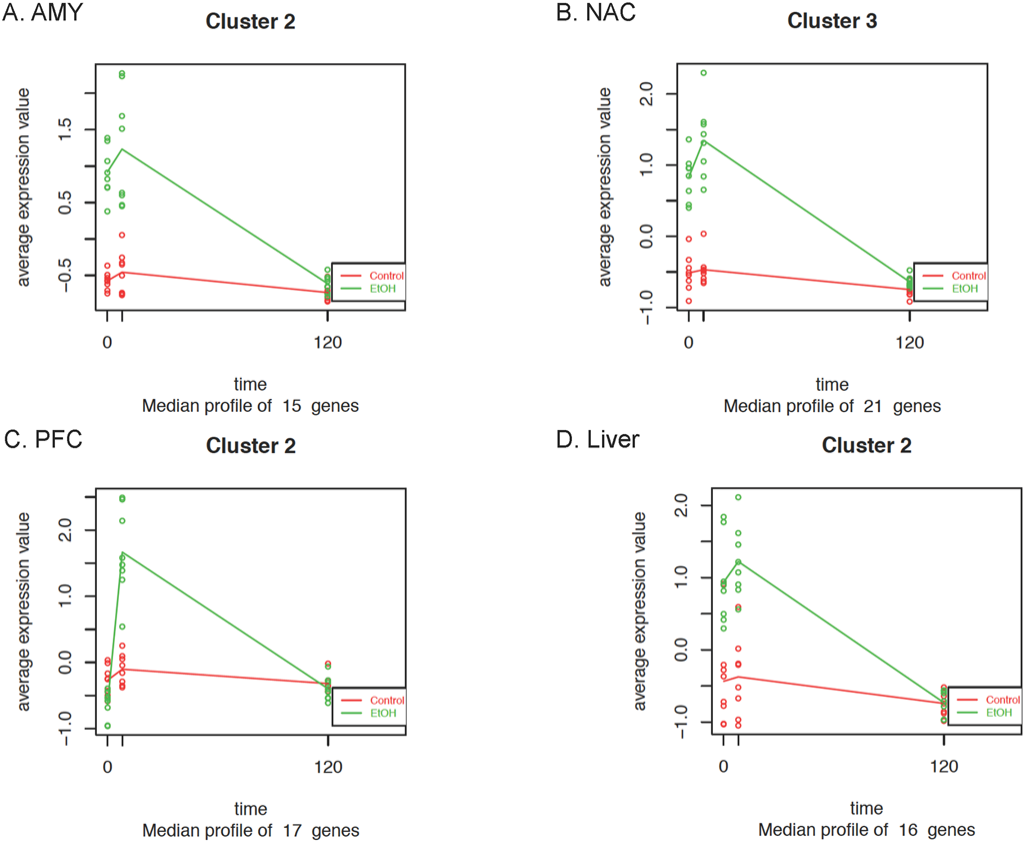
Time series analysis (MaSigPro). A two-step regression approach was used to identify clusters of differentially expressed genes with similar expression patterns across time. Each plot shows the hierarchical clustering (clusters = 4) of average expression profiles by time and tissue type (AMY = amygdala; NAC = nucleus accumbens; PFC = prefrontal cortex; Liver). Panels A-D show gene clusters that have the greatest overlap with WGCNA modules with significantly enriched differentially expressed genes and cell type-specific genes. The dots represent average expression values for each gene in the time series.

**Table 4:** Clusters of differentially expressed genes with similar expression patterns as a function of time (maSigPro time series analysis).

Tissue	Cluster	Gene Symbol
**AMY**	1	*Hba-a1*, *Asrgl1*, *Hbb-b1*, *Sox21*, *1190002H23Rik*, *Pafah1b3*, *Hist1h4h*, *Mcm5*, *G3bp1*, *Mrp63*, *Trappc4*, *Slc30a10*, *Pcmt1*
	2	B2m*, *Cd74*, *Mfsd2*, *Fcgr2b*, *Psmb9*, *Pglyrp1*, *Htatip2*, *Pcsk4*, *Spp1*, *Sec63*, *EG630499*, *EG667977*, *Alox5ap*, *Ccl25*
	3	*Dtna*, *Slc25a33*
	4	*Rit1*, *Fkrp*, *Fam131a*, *Hes6*
**NAC**	1	*Elac2*, *Dtna*, *Snai3*, *Nrn1l*, *Mpp3*, *Fmo1*, *Hist1h1c*, *Vgf*, *Slc25a3*, *Sorcs3*, *Smap2*
	2	*Hba-a1*, *Heatr1*, *Hbb-b1*, *Sox21*, *AI428936*, *Aldh3b1*, *P2ry1*, *Pex6*, *Phldb1*, *Exdl2*, *H2afj*
	3	H2-T23*, *Mfsd2*, *Scg2*, *Psmb9*, *Pglyrp1*, *Gata2*, *Slc1a2*, *Jun*, *H2-M3*, Htra1*, *Cebpb*, *Il17rc*, *EG630499*, *EG667977*, *Cd151*, *H2-Q7*, *Ccl25*, *Cd74*, *Tsc22d3*
	4	*Slco4a1*, *LOC100046883*, *Sdpr*, *Ppif*
**PFC**	1	*Heatr1*, *Prmt2*, *Tsga14*, *Hbb-b1*, *Trib2*, *4930455F23Rik*, *Dnajb6*
	2	*Bdnf*, *Rem2*, *Adcyap1*, Sorcs3*, *Pglyrp1*, *Fscn1*, Cdkn1a*, *Chst8*, *AI593442*, *Nrn1*, *Ttpal*, *Fam20a*, *Car12*, *Vgf*, *2810452K22Rik*
	3	*LOC381629*, *Arpp21*, *Smpdl3b*, *Tprkb*, *Slc41a3*, *BC028528*, *Ccl25*, *Ppp4r4*, *R74862*, Htra1*, *BC031353*, *Snn*, *EG667977*, *Xpa*, 0610007C21Rik*
	4	*Wwp2*, *Cyhr1*, *Tmem132e*, *C230078M08Rik*, *Lsm10*, *Zmat4*, *Fchsd1*
**Liver**	1	Mrpl48*, *2610528J11Rik*, *Arsb*, *Arsa*, Pex5*, *Dut*, *Dis3l*, *Smad2*, *Ipp*, *Acy3*, *Ndufaf1*, *Lman2*, *Ergic2*, *Adh4*, *Ube2l3*, *Tpk1*, *LOC100048313*, *Atpaf2*, *Snrk*, Pygl*, *Sh3glb2*, *Lrba*, *Tmem93*, *Mrpl22*, *Pnpla7*, *Muted*, *Sec14l2*, *Galt*, Cyb5r3*, *Clec11a*, *F2r*, *Mrps28*, *Mrpl53*, *Rngtt*, *Ppapdc2*, *Sacm1l*, *Trak1*, *Rtn4ip1*, *Zhx1*, *Nelf*
	2	*Akr1b8*, *Vav1*, *Csf1r*, *Sftpd*, *Rcsd1*, *Rims3*, *Lgmn*, *Thy1*, *Clec4f*, *LOC100044439*, *Vcam1*, *Psap*, *Spic*, *Slc16a9*, *Clec4n*, *Btbd11*
	3	*Ubl3*, *Soat2*, *Eps15*, *Rap1b*, *Tbk1*, *Adrb2*, *Epn2*, *Slc2a1*, *Rps9*, *Usp3*, *Nrbp2*, *Cyp2b10*, Cyp3a13*, *Acat1*, *Nr1i2*, *LOC100048445*, *Oas2*, *Gdpd1*, *Cd68*, *Eif3k*, *Sult1a1*, *Rnf166*, *Hgsnat*, *Cyp1a2*, *Tm4sf4*, *Nr1i3*, *Cyb5*, *Cyp2b23*, *Keap1*, *Samd4*, *Nrap*
	4	*9630015D15Rik*, Mgll**, Smarce1*, *Cpt2*

AMY = amygdala; NAC = nucleus accumbens; PFC = prefrontal cortex. Red text indicates clusters of genes overlapping with WGCNA modules that were enriched with differentially expressed and cell type-specific genes. Illumina Probe_Ids resulting in duplicate and triplicate Gene Symbols within the clusters are indicated by * and **, respectively.

## Discussion

The goal of the current study was to determine time-dependent transcriptional changes in brain and liver that result from administration of repeated ethanol vapor. This paradigm has been shown to escalate voluntary drinking in both rats and mice and represents a rodent model of dependence [38]. Our hypothesis was that time- and brain region-dependent changes in expression would be observed, and that at least a subset of genes, would be persistently changed in response to CIE vapor. Animals were sacrificed at 0-, 8-, and 120-hours after the last ethanol treatment to determine whether persistent changes in gene expression would be observed during protracted abstinence. At the 8-hour time point, mice are in acute withdrawal based on hypothalamic-pituitary-adrenocortical axis elevation [39], but they do not display seizures because they are a relatively seizure-resistant strain.

A multi-level analysis approach was utilized which included differential expression, network analysis, cell-type specificity, and time-series clustering analyses. These approaches include computational algorithms that enhance the analysis of gene coexpression networks existing in diverse expression datasets. In addition, since the brain transcriptome is organized into gene modules associated with major cell classes and specific synaptic and cellular functions [34], we classified sets of genes based upon subcellular localization. Neurons and glial cells are characterized by unique transcriptional signatures [33,40] and these signatures can be identified reliably from analysis of complex brain tissue without isolating homogeneous populations of cells [4,34]. Classifying significantly regulated genes into cell type-specific signatures improves the quality of inference and potentially leads to refined hypotheses [41].

A time-series analysis (Bioconductor package maSigPro) was performed to identify clusters of genes with similar expression patterns. Each brain region displayed distinct clusters overlapping with WGCNA modules enriched in differentially expressed and cell type-specific genes. In the AMY, a cluster was identified (Cluster 2: Fig. 6 and Table 4) in which all genes were included with modules enriched with differentially expressed, and enriched with astrocyte and microglia genes. 

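With all 6 groups of AMY in 1 fit, the median log2 fold change of the cluster's 15 probes, which stand for 14 genes, was 0.248 at 0 h, 0.405 at 8 h and 0.0358 at 120 h. Of these probes 10 rose at 0 h and 13 at 8 h, none fell and none passed at 120 h. For none of them did the effects at 8 and 0 h differ. Htatip2 and Pcsk4 were the genes that did not pass at 8 h. The study chose this cluster on these samples, so its direction is not independent evidence.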

The expression of this cluster of genes was significantly increased at 0- and 8-hours, but returned to baseline at 120-hours. IPA analysis indicated that this cluster was enriched in "Inflammatory Disease"-related genes (*Alox5ap*, *B2m*, *Cd74*, *Fcgr2b*, *Hla-A*, *Pglyrp1*, *Psmb9*, *Spp1*). 

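Fcgr2b, the inhibitory receptor for antibody complexes, rose by 0.27 ± 0.052 (adjusted p = 0.00869) at 8 h in AMY and had 0.085 ± 0.04 (adjusted p = 0.243) at 0 h. Alox5ap rose by 0.25 ± 0.049 (adjusted p = 0.00907) at 0 h and 0.27 ± 0.064 (adjusted p = 0.0274) at 8 h. Pglyrp1, which binds bacterial peptidoglycan, rose by 0.41 ± 0.064 (adjusted p = 0.00211) at 8 h, and Psmb9 by 0.70 ± 0.16 (adjusted p = 0.019). B2m rose by 0.93 ± 0.21 at 0 h and 1.26 ± 0.21 (adjusted p = 0.00318) at 8 h. Values are for 8 treated and 8 control mice at each time point.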

Interestingly, *B2m* is known to be important for immune responses and has been shown to be alcohol responsive in multiple studies [13,42–44]. Blednov *et al*. [42] demonstrated that deletion *of B2m* reduced ethanol consumption in the limited access two-bottle choice test for ethanol intake, supporting a hypothesis that genes within this cluster may play a role in mediating voluntary drinking. In addition, the innate immune cytokine *Cd74* was a member of this cluster. 

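In AMY, Cd74 rose by 1.36 ± 0.30 (adjusted p = 0.016) at 0 h and 1.68 ± 0.32 (adjusted p = 0.00813) at 8 h, by its brightest probe. At 120 h its value was 0.11 ± 0.048, which did not pass. Igtp, a GTPase that interferon induces, rose by 1.23 ± 0.31 at 8 h in the same samples.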

The expression of this gene is rapidly induced by alcohol and has been linked to the progression of cytokine responses during alcohol withdrawal [45] which is consistent with changes observed 8 hours post-treatment.

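With all 6 groups of NAC in 1 fit, the median log2 fold change of the 21 probes of the cluster, which stand for 19 genes, was 0.258 at 0 h, 0.395 at 8 h and 0.0469 at 120 h. Of these, 15 rose at 0 h and 21 at 8 h, none fell and none passed at 120 h. The effects at 8 and 0 h differed for 2 of them, Pglyrp1 (adjusted p = 3.7e-05) and Scg2, a precursor of neuropeptides (adjusted p = 0.0193). The cluster was picked by the study from these samples and is not independent evidence of a direction.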

In NAC, a cluster of genes overlapped with modules enriched with microglia and oligodendrocytes (Cluster 3: Fig. 6 and Table 4). Similar to the AMY, IPA analysis indicated that this cluster was enriched in "Inflammatory Disease"-related genes (*Cd74*, *Cebpb*, *Hla-A*, *Hla-E*, *Hla-G*, *Htra1*, *Il17rc*, *Pglyrp1*, *Psmb9*, *Slc1a2*). 

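Cebpb, a transcription factor of inflammation, rose by 0.32 ± 0.068 (adjusted p = 0.01) at 0 h and 0.24 ± 0.058 (adjusted p = 0.0177) at 8 h in NAC. Psmb9 rose by 0.38 ± 0.079 and Pglyrp1 by 0.47 ± 0.05 (adjusted p = 3.68e-05) at 8 h. At 0 h H2-T23 rose by 0.55 ± 0.085 (adjusted p = 0.0016) and H2-M3 by 0.26 ± 0.05, in samples in which oligodendrocyte markers were lower.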

*Slc1a2* (a glial glutamate transporter) is highly expressed in microglia [46] and has been linked to neurodegenerative disorders [47] as well as drug dependence [48]. This gene is differentially expressed in human alcoholic post-mortem brain [4] and drugs acting on this target alter motivation to drink in dependent animals [49]. In addition, genetic variation in glutamate transporters confers risk-taking behavior in alcoholics [50]. Together, these findings support a role for *Slc1a2* in alcohol intake and dependence. 

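By its brightest probe, Slc1a2 rose by 0.23 ± 0.047 (adjusted p = 0.00576) in NAC at 8 h and had -0.062 ± 0.078 (adjusted p = 0.691) at 0 h. The probe listed in the paper's cluster had a log2 fold change of 0.14 at 8 h. In AMY the value at 8 h was 0.15 ± 0.044 (adjusted p = 0.0715) and in PFC 0.013 ± 0.04 (adjusted p = 0.902), and whether the regions differed was not tested.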

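In NAC, Cd74 rose by 1.12 ± 0.24 (adjusted p = 0.00926) at 0 h and 1.48 ± 0.20 (adjusted p = 0.000337) at 8 h. In PFC it had 1.07 ± 0.37 (adjusted p = 0.134) at 0 h and rose by 0.90 ± 0.21 (adjusted p = 0.0161) at 8 h.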

As in the AMY, the cytokine *Cd74* was also identified in NAC, suggesting that it may have a role in innate immune responses in multiple brain regions. Other genes in this cluster that are differentially expressed in mouse models and human alcoholics include *Htra1* [13] and *Il17rc* [4]. 

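Htra1, a secreted serine protease, rose in NAC by 0.36 ± 0.095 (adjusted p = 0.0277) at 0 h and 0.50 ± 0.09 (adjusted p = 0.00249) at 8 h. Il17rc, a receptor subunit for interleukin-17, rose by 0.12 ± 0.03 (adjusted p = 0.0188) at 0 h and 0.15 ± 0.032 (adjusted p = 0.00838) at 8 h. In PFC, Htra1 also rose at both time points, by 0.37 ± 0.069 and 0.33 ± 0.075.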

*Tsc22d3* and *Gata-2* are alcohol-responsive members of this gene set but are not members of inflammatory response pathways. 

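Tsc22d3 rose by 0.97 ± 0.061 (adjusted p = 2.43e-08) in NAC at 8 h and had 0.47 ± 0.18 (adjusted p = 0.131) at 0 h. Gata2, a transcription factor of blood and endothelial cells, rose by 0.22 ± 0.035 (adjusted p = 0.00127) at 8 h and had 0.089 ± 0.043 (adjusted p = 0.224) at 0 h.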

*Tsc22d3* functions as a transcriptional regulator and is differentially expressed in human alcoholics [4]. *Tsc22d3* may be associated with neuroplastic changes in response to drugs of abuse, including ethanol in mouse striatum [51].

In contrast to the glial signature of many of the clusters, one PFC gene cluster (Cluster 2: Fig. 6 and Table 4) was highly overlapping with a WGCNA module enriched with differentially expressed neuronal genes. Mean t-value distributions (Fig. 5) indicated that the magnitude and direction of change were clearly different in the PFC compared to the other brain regions, showing both a significant down- and up-regulation of genes at the 0- and 8-hour time points. These data suggest that chronic ethanol vs withdrawal changes in neuronal gene regulation may reflect greater transcriptional control in PFC than in the enriched cell types in AMY and NAC. 

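Of 23 measured activity-regulated genes, which neurons switch on when they fire, 4 fell and 2 rose in PFC at 0 h (9 and 2 adjusted over the list alone), and 8 rose and none fell at 8 h (11 adjusted over the list alone). Nptx2, which gathers glutamate receptors at synapses, fell by 0.52 at 0 h (adjusted p = 0.0133) and rose by 0.72 ± 0.14 (adjusted p = 0.00673) at 8 h. Homer1, a scaffold of glutamate receptors, rose by 0.28 ± 0.058 (adjusted p = 0.00765) at 8 h. The genes that rose at 0 h were Scg2 (0.49 ± 0.08) and the transcription factor Jun (0.47 ± 0.11). The list was over-represented at 0 h (hypergeometric test, adjusted p = 6.58e-05) and 8 h (adjusted p = 0.00164). With camera and an estimated correlation the adjusted p was 0.402 at 0 h and 0.312 at 8 h, and the difference between 8 and 0 h was called in both forms (adjusted p = 1.91e-13, and adjusted p = 0.0489 with an estimated correlation). At 0 h 1 of 23 rose in AMY (1 rose and 2 fell adjusted over the list alone), and 3 of 19 fell and 1 rose in NAC. In AMY, 2 of 23 rose at 8 h and in NAC 4 of 19 (10 and 8 adjusted over the list alone). There the difference between 8 and 0 h passed camera (adjusted p = 2.75e-08 in AMY and 5.88e-06 in NAC), and not with an estimated correlation (adjusted p = 0.264 and 0.364). Thalamic markers also differed in PFC, with all 6 higher in treated mice at 0 h (mean log2 fold change 0.346, 1 passed) and 5 of 6 lower at 8 h (mean -0.229, 1 passed). From the opposite directions at 0 and 8 h, the paper proposes greater transcriptional control in PFC.

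**Figure D3:**
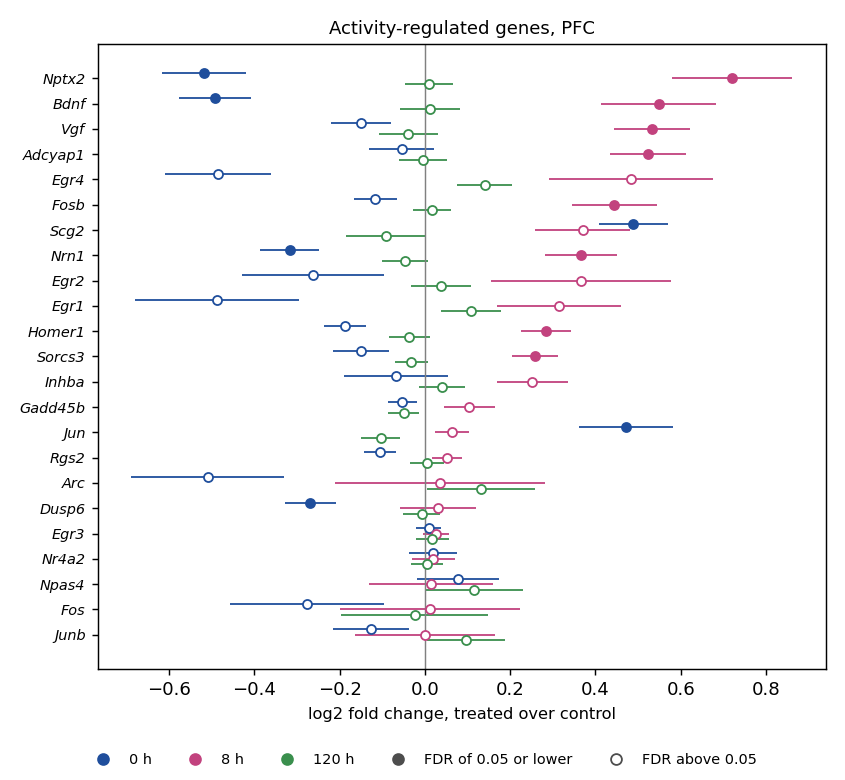
Log2 fold change of treated over control mice in PFC (horizontal axis) for 23 activity-regulated genes. Dots with SE bars stand for 0, 8 and 120 h by color, and filled dots passed an adjusted p of 0.05. Nptx2 lies at -0.52 at 0 h and at 0.72 at 8 h.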

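In PFC at 8 h, Bdnf, a neurotrophin that neuronal activity induces, rose by 0.55 ± 0.13 (adjusted p = 0.0214), after a fall of 0.49 at 0 h (adjusted p = 0.0089). Vgf, a precursor of neuropeptides, rose by 0.53 ± 0.089 (adjusted p = 0.0026) at 8 h, Car12, a carbonic anhydrase, by 0.19 ± 0.041 (adjusted p = 0.00938), and Cdkn1a, an inhibitor of the cell cycle, by 0.75 ± 0.099 (adjusted p = 0.000581). At 0 h Vgf had -0.15 ± 0.07 (adjusted p = 0.272), Car12 -0.086 ± 0.04 (adjusted p = 0.27) and Cdkn1a 0.24 ± 0.14 (adjusted p = 0.394). Of the 17 probes of the paper's cluster, which stand for 15 genes, 17 rose at 8 h, 1 fell at 0 h and none passed at 120 h, with all 6 groups in 1 fit, and for 15 the effects at 8 and 0 h differed. The study picked the cluster on these samples, so it is not independent evidence of the direction.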

The most prominent pathway identified by IPA analysis indicated that this cluster was enriched in "Neurological Disease"-related genes (*Adcyap1*, *Bdnf*, *CA12*, *Cdkn1a*, *Vgf*). *Bdnf* has a well-documented role in synaptic plasticity [52,53] and addiction [54]. We recently demonstrated that *Bdnf* is significantly down-regulated in homogenized medial PFC tissue [11] as well as in purified synaptoneurosome preparations [55]. Reductions of *Bdnf* levels [56,57] and knockdown of *Bdnf* expression increase ethanol-drinking behavior [58]. Together, these data support a role for *Bdnf* in the modulation of ethanol intake. Alcohol consumption is known to be modulated by circadian-related cellular function [59]. In the current study, the circadian gene *Adcyap1* was identified as differentially expressed member of an enriched neuronal module and may represent a regulatory mechanism involved in the time-dependent expression changes.

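Adcyap1, the neuropeptide PACAP, rose by 0.52 ± 0.089 (adjusted p = 0.00284) in PFC at 8 h and had -0.054 ± 0.076 (adjusted p = 0.765) at 0 h. The difference between the 2 time points passed the test (adjusted p = 0.00151). In AMY it had 0.11 ± 0.11 (adjusted p = 0.615) at 0 h. Of the clock genes in PFC, Arntl, the partner of Clock in the core loop, had a log2 fold change of -0.24 ± 0.047 (adjusted p = 0.0152) at 0 h, and Nr1d1, a repressor of Arntl, one of -0.21 ± 0.041 (adjusted p = 0.00676) at 8 h. The mice of the 3 time points were killed at different hours after the last exposure, each with its own controls.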

These marked changes in glial, and particularly microglial, genes at both the 0- and 8-hour time points support an emerging concept of neuroimmune changes during alcohol dependence [60,61]. Alterations in neuroimmune gene expression are seen in human alcoholics and also in rodent models with intermittent administration of high doses of ethanol [5,62,63]. It is interesting to note that chronic voluntary alcohol consumption (resulting in lower blood levels compared to inhalation or injection of ethanol) did not produce pronounced changes in expression of microglial or neuroimmune genes in a tissue homogenate [9], but such changes were more prevalent in a synaptoneurosome preparation that enriches for synaptic elements, including glia [55]. It will be interesting to examine in future studies whether voluntary alcohol consumption in this CIE model influences the gene expression profile reported in the present study.

The present study shows marked changes in gene expression between the 0- and 8-hour time points in brain neuronal compartments, but fewer differences in non-neuronal clusters, and very few in liver. This is consistent with marked changes in neuronal excitability during the first 8 hours following withdrawal of alcohol and emphasizes the importance of comparing neuronal and glial gene expression patterns, as the glial changes are much more stable during withdrawal than the neuronal clusters.

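The effect of CIE vapor differed between 8 and 0 h for 66 of 12588 probes in AMY, 311 of 12659 in NAC, 492 of 12835 in PFC and 518 of 10530 in liver. In PFC the probes included Dbp (difference of the log2 fold changes -0.805) and Nptx2 (1.24). In NAC they included H1f2, a linker histone (0.592), and Dtna, an astrocyte protein of the dystrophin complex (0.43). In AMY they included Nptx2 (0.801), and in liver Creld2 (4) and Hyou1, another chaperone of the endoplasmic reticulum (1.2). By list, the difference in PFC was upward for activity-regulated genes and, in camera with the preset correlation, downward for astrocyte genes (adjusted p = 0.00177, and adjusted p = 0.264 with an estimated correlation), oligodendrocyte genes (adjusted p = 0.0366, and adjusted p = 0.567) and thalamic markers (adjusted p = 8.42e-05, and adjusted p = 0.0708). In NAC it was upward for oligodendrocyte genes (adjusted p = 3.89e-15, and adjusted p = 0.126 with an estimated correlation), of which 9 of 17 fell at 0 h and 6 rose at 8 h, and downward for thalamic markers (adjusted p = 4.03e-05, and adjusted p = 0.126). The neuronal list was lower in NAC at 8 than at 0 h (adjusted p = 0.0129, and adjusted p = 0.24 with an estimated correlation), and the microglial list higher in AMY (adjusted p = 6.49e-05, and adjusted p = 0.364). In AMY the markers of striatal projection neurons were also higher at 8 than at 0 h (camera adjusted p = 0.00103, and adjusted p = 0.377 with an estimated correlation). So were the MHC class I list (camera adjusted p = 0.00197, and 0.39 with an estimated correlation) and the interferon list (0.00565, and 0.677). In PFC the unfolded protein response was higher (camera adjusted p = 3.4e-06, and 0.0708 with an estimated correlation) and ribosomal proteins were lower (0.00177, and 0.577). From the changes between 0 and 8 h in neuronal clusters, the paper states that expression in glia is the more stable during withdrawal.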

In conclusion, gene modules and time-dependent gene clusters were identified in AMY and NAC that were enriched with astrocytes, microglia, and oligodendrocyte cell types. These sets of genes were primarily associated with inflammatory response function and the changes in expression in this model of alcohol dependence is consistent with the proposed role of neuroimmune signaling in promoting alcohol consumption [42,60]. In contrast, the PFC was enriched with neuronal genes and displayed a greater diversity in directional expression changes, suggesting that PFC is under greater transcriptional regulatory control. Importantly, of the many expression changes identified at 0- and 8-hours after ethanol vapor treatment, the majority of changes returned to baseline levels after 120-hours. These results suggest that although intermittent ethanol vapor treatment increases alcohol consumption 120 hours after the last treatment, it is difficult to detect changes in gene expression that might be responsible for signs of protracted abstinence. It is possible that some of the weak changes observed in our study after 120 hours and by Tapocik *et al*. [10] after 3 weeks of abstinence are important but are diluted by the cellular heterogeneity of the brain. 

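Of the probes that passed at 0 h, 42% in AMY, 53.2% in NAC, 43.2% in PFC and 62.2% in liver had the same sign at 120 h. With treatment labels permuted at 120 h, shares as large had p = 0.75 in AMY, 0.41 in NAC, 0.74 in PFC and 0.07 in liver by permutation. The correlation of log2 fold changes at 120 h with those at 0 or 8 h lay between -0.0837 and 0.141 over the 4 tissues. In the clusters of the time series no probe passed at 120 h. A fold change that does not pass is not shown to be absent.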

Analysis of cell-specific transcriptomes, or use of preparations such as synaptoneurosomes [55], may be needed to detect persistent changes in gene expression produced by alcohol dependence.

## Supporting Information

S1 Fig Tissue Micropunches. Frozen brains were placed in a plastic mold containing OCT and maintained in a mixture of powdered dry-ice and isopentane. A Microm HM550 cryostat (Thermo Scientific, Ontario, CA) was used for sectioning at a thickness of 300 μm. Micropunches were collected from amygdala (AMY; 1.25 mm; combined basolateral and central nucleus), nucleus accumbens (NAC; 1.25 mm; combined core and shell), and prefrontal cortex (PFC; 2.0 mm).
(PDF)

S2 Fig Time series analysis (MaSigPro). A two-step regression approach was used to identify clusters of differentially expressed genes with similar expression patterns across time. Each plot shows the hierarchical clustering (clusters = 4) of average expression profiles by time in the amygdala (AMY). The dots represent average expression values for each gene in the time series.
(PDF)

S3 Fig Time series analysis (MaSigPro). A two-step regression approach was used to identify clusters of differentially expressed genes with similar expression patterns across time. Each plot shows the hierarchical clustering (clusters = 4) of average expression profiles by time in the nucleus accumbens (NAC). The dots represent average expression values for each gene in the time series.
(PDF)

S4 Fig Time series analysis (MaSigPro). A two-step regression approach was used to identify clusters of differentially expressed genes with similar expression patterns across time. Each plot shows the hierarchical clustering (clusters = 4) of average expression profiles by time in the prefrontal cortex (PFC). The dots represent average expression values for each gene in the time series.
(PDF)

S5 Fig Time series analysis (MaSigPro). A two-step regression approach was used to identify clusters of differentially expressed genes with similar expression patterns across time. Each plot shows the hierarchical clustering (clusters = 4) of average expression profiles by time in the Liver. The dots represent average expression values for each gene in the time series.
(PDF)

S1 Table WGCNA module preservation scores (z-scores based upon a module membership size of 100).

S2 Table Immune-responsive gene list used in enrichment analysis.

S3 Table Top 500 changed genes in AMY, NAC, and PFC.

S4 Table Differentially expressed WGCNA module hub genes.

S5 Table Gene information for maSigPro clusters shown in Fig. 6.

# Supplementary material for: Chronic Ethanol Exposure Produces Time- and Brain Region-Dependent Changes in Gene Coexpression Networks
**Source:** PLoS One. 2015 Mar 24;10(3):e0121522. doi: 10.1371/journal.pone.0121522
**Supplement:** S1 Fig — Frozen brains were placed in a plastic mold containing OCT and maintained in a mixture of powdered dry-ice and isopentane. A Microm HM550 cryostat (Thermo Scientific, Ontario, CA) was used for sectioning at a thickness of 300 μm. Micropunches were collected from amygdala (AMY; 1.25 mm; combined basolateral and central nucleus), nucleus accumbens (NAC; 1.25 mm; combined core and shell), and prefrontal cortex (PFC; 2.0 mm).

Micropunch Coordinates: PFC

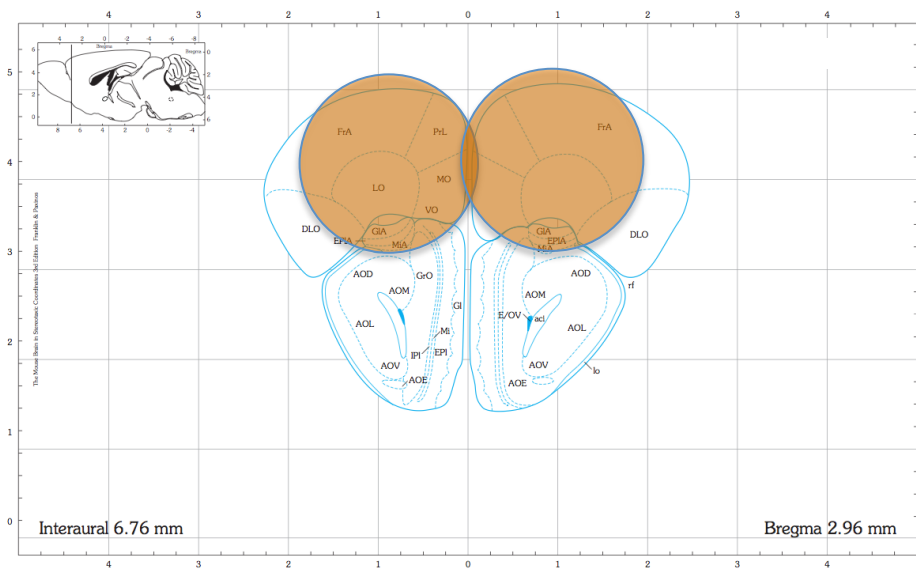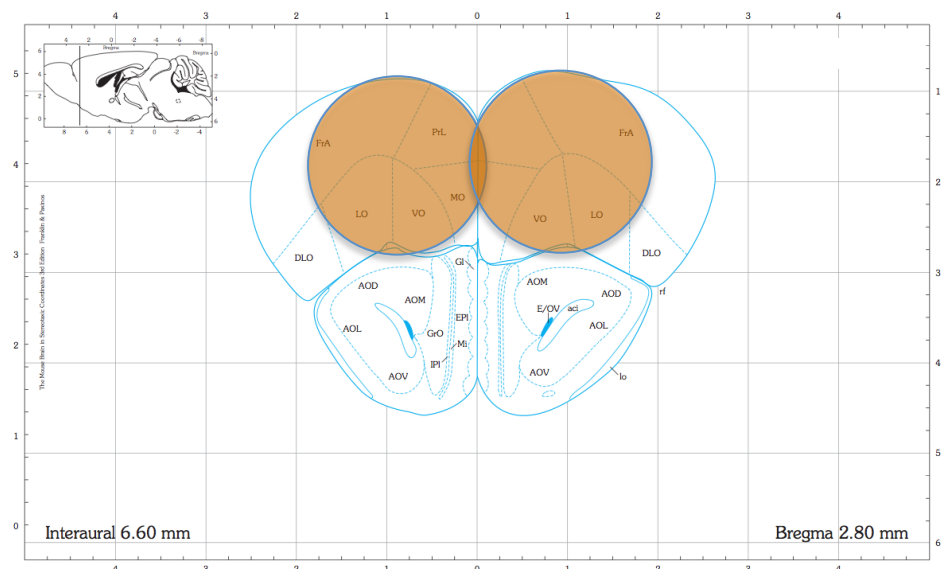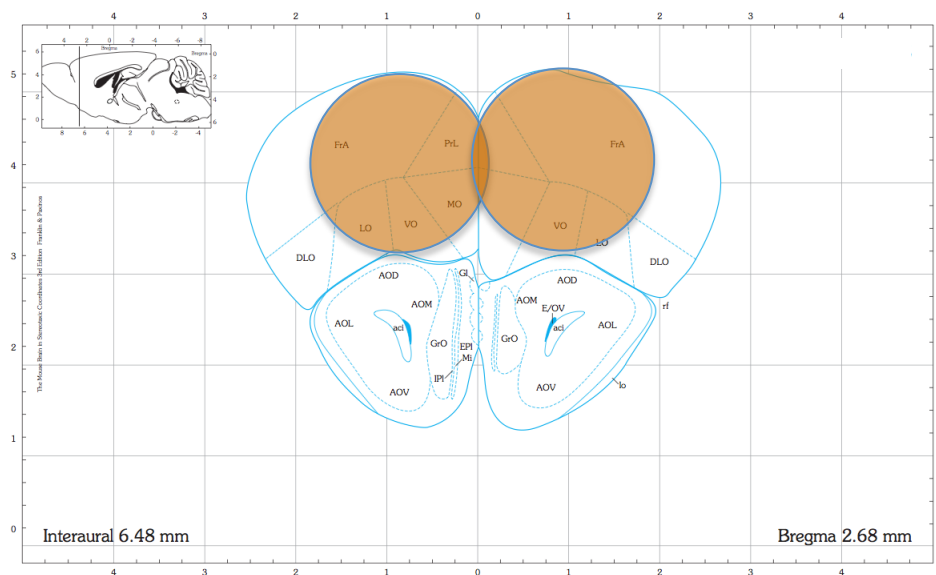

Bregma (+3.00)..(+2.70)

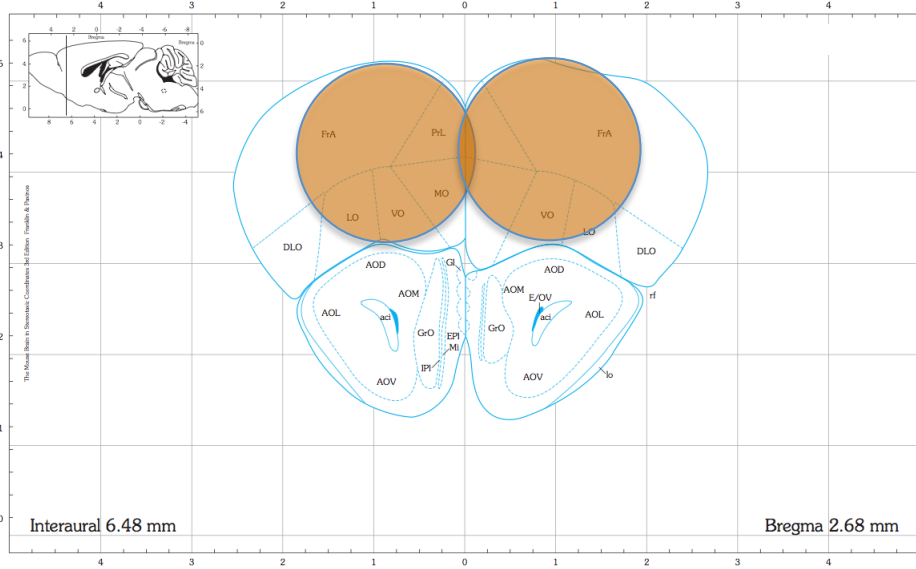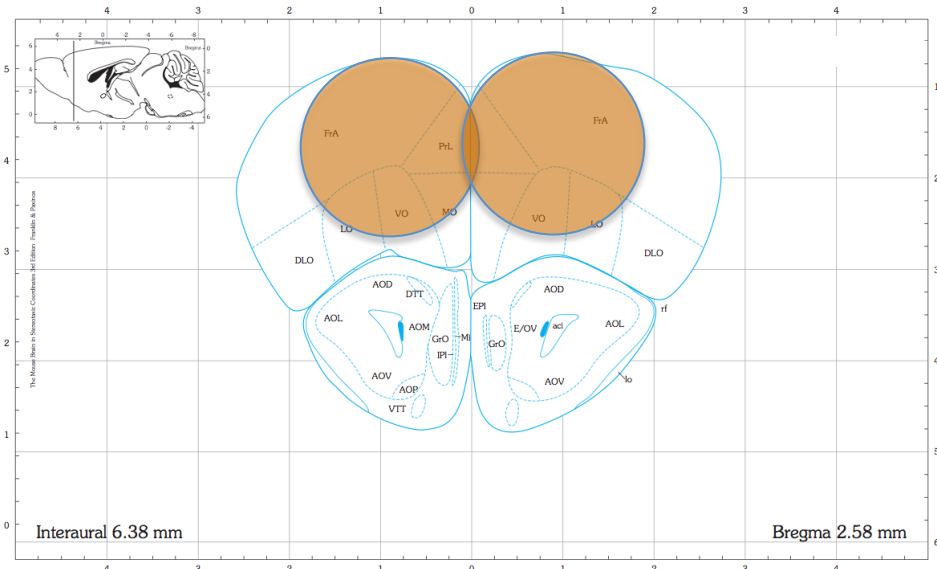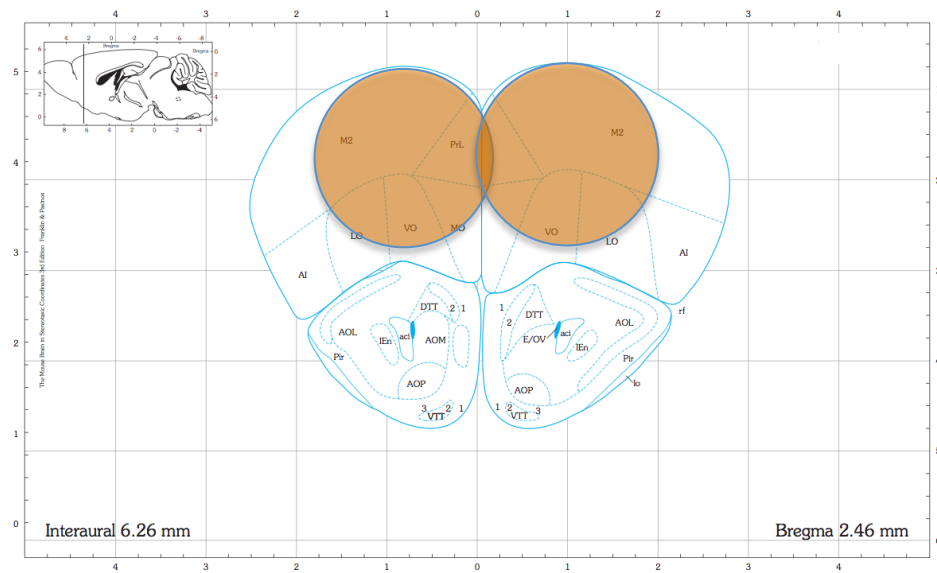

Bregma (+2.70)..(+2.40)

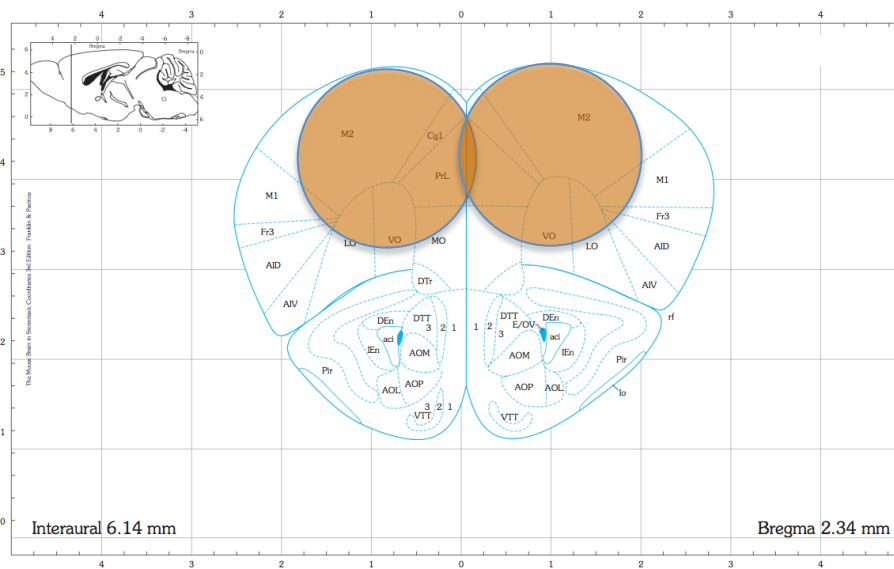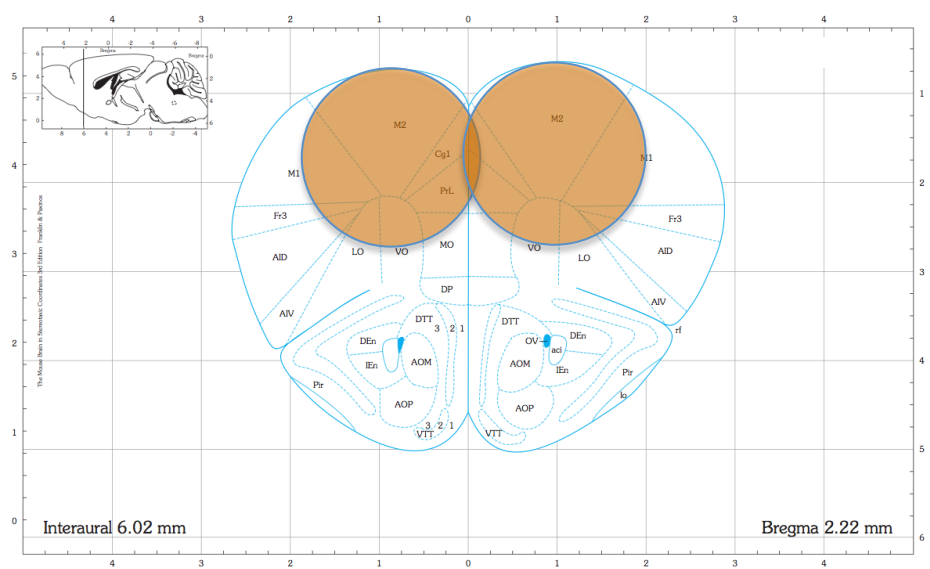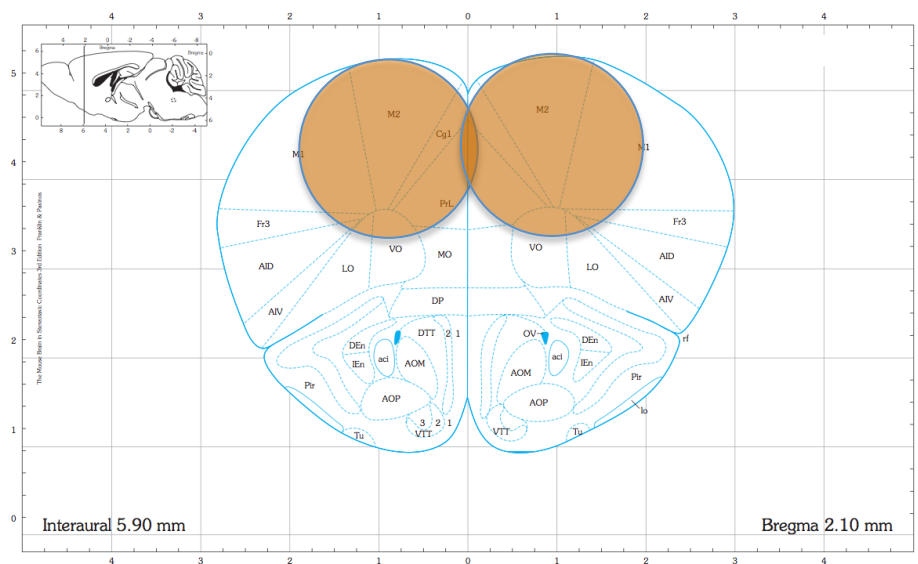

Bregma (+2.40)..(+2.10)

Micropunch Coordinates: NAC

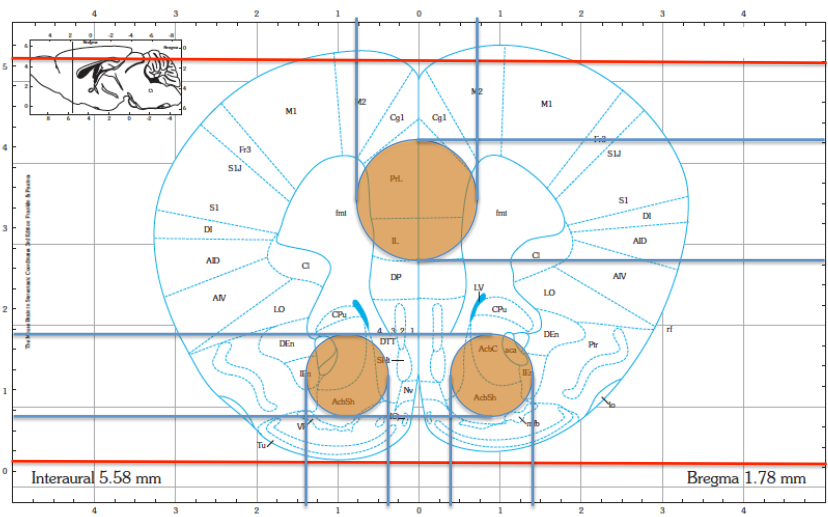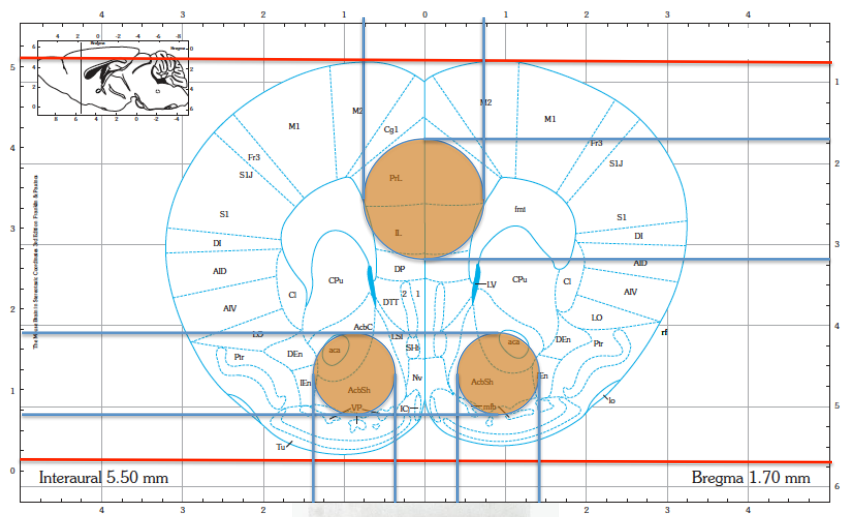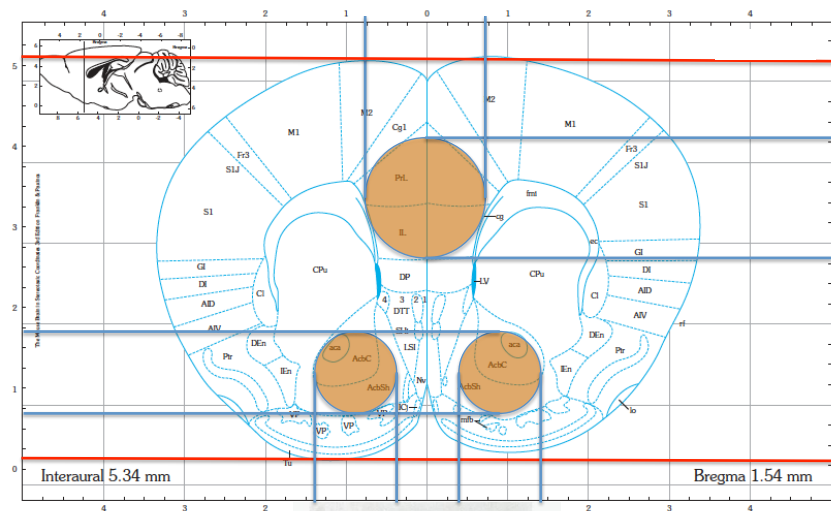

Bregma (+1.80)..(+1.20)

Micropunch Coordinates: AMY

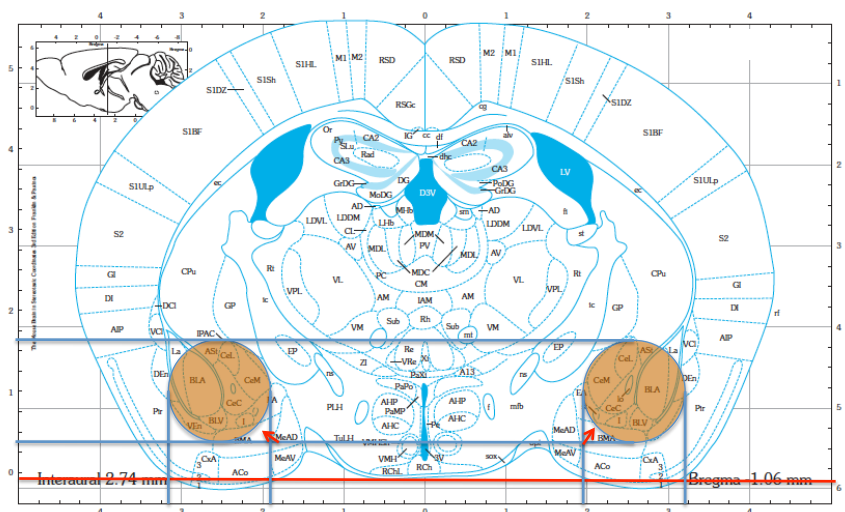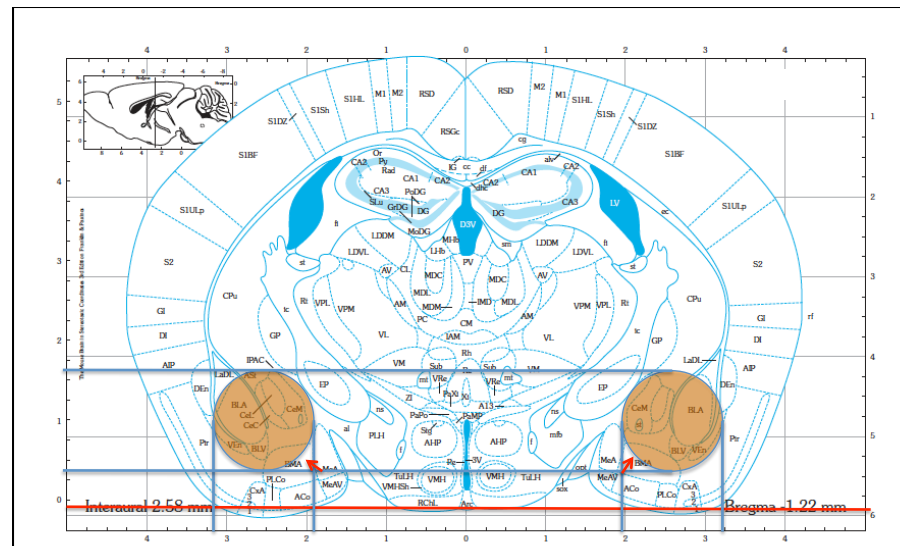

Bregma (-1.60)..(-0.90)

# Supplementary material for: Chronic Ethanol Exposure Produces Time- and Brain Region-Dependent Changes in Gene Coexpression Networks
**Source:** PLoS One. 2015 Mar 24;10(3):e0121522. doi: 10.1371/journal.pone.0121522
**Supplement:** S2 Fig — A two-step regression approach was used to identify clusters of differentially expressed genes with similar expression patterns across time. Each plot shows the hierarchical clustering (clusters = 4) of average expression profiles by time in the amygdala (AMY). The dots represent average expression values for each gene in the time series.

**Cluster 1**

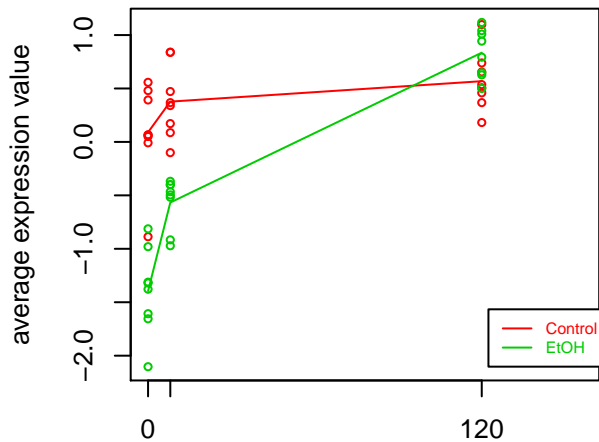

time  
Median profile of 13 genes

**Cluster 2**

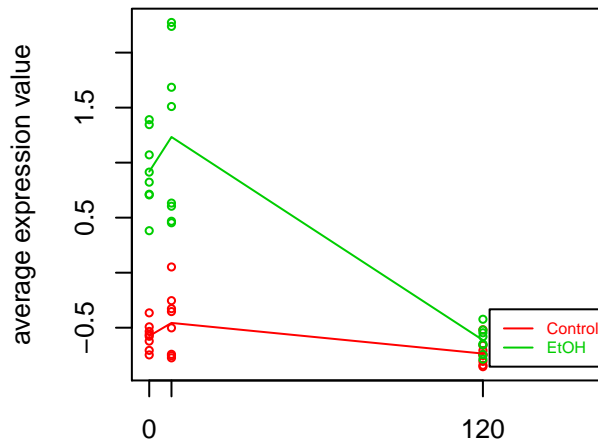

time  
Median profile of 15 genes

**Cluster 3**

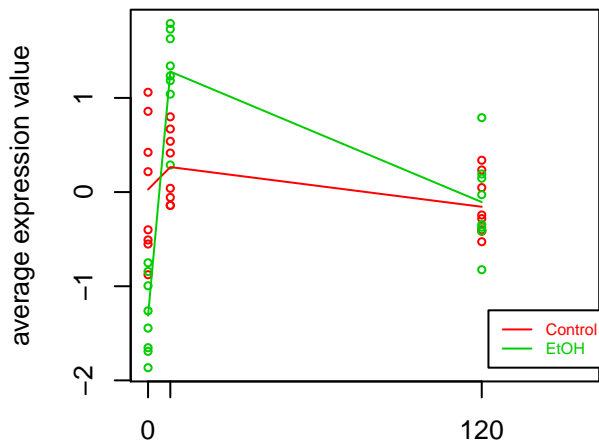

time  
Median profile of 2 genes

**Cluster 4**

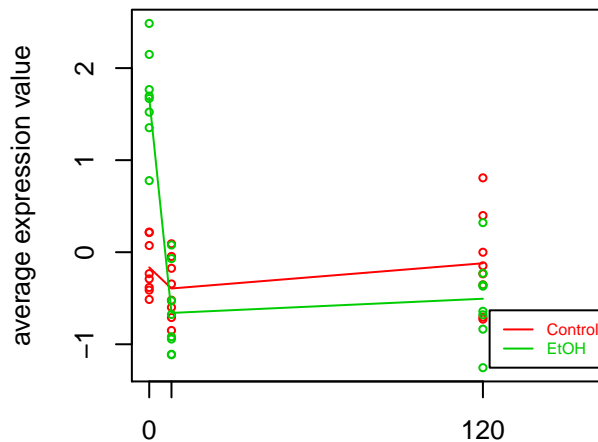

time  
Median profile of 4 genes

# Supplementary material for: Chronic Ethanol Exposure Produces Time- and Brain Region-Dependent Changes in Gene Coexpression Networks
**Source:** PLoS One. 2015 Mar 24;10(3):e0121522. doi: 10.1371/journal.pone.0121522
**Supplement:** S4 Fig — A two-step regression approach was used to identify clusters of differentially expressed genes with similar expression patterns across time. Each plot shows the hierarchical clustering (clusters = 4) of average expression profiles by time in the prefrontal cortex (PFC). The dots represent average expression values for each gene in the time series.

Cluster 1

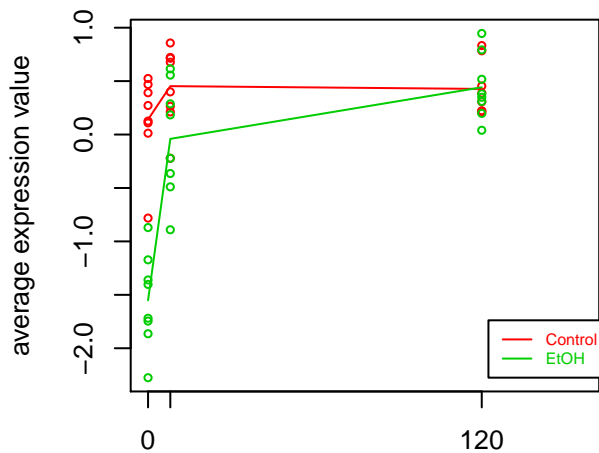

time
Median profile of 7 genes

Cluster 2

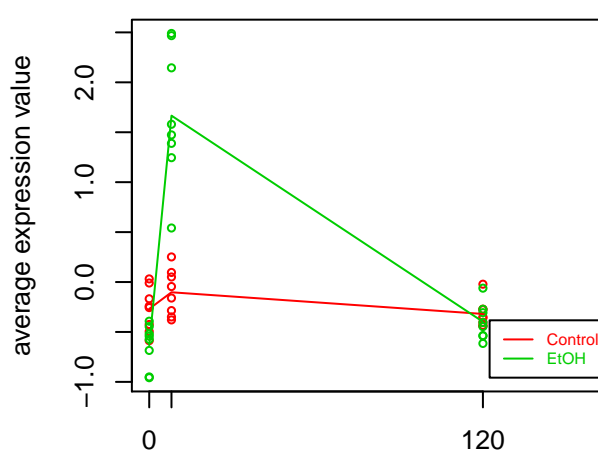

time
Median profile of 17 genes

Cluster 3

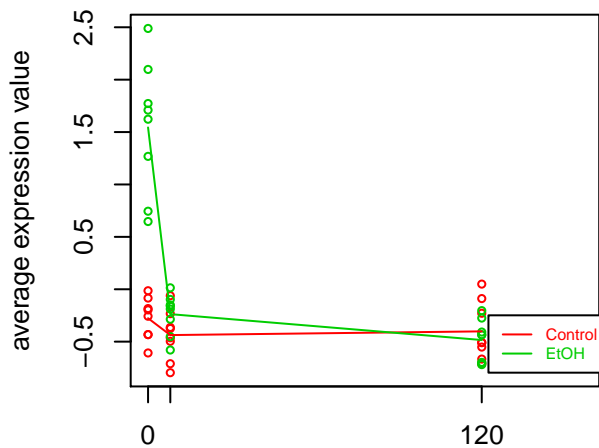

time
Median profile of 17 genes

Cluster 4

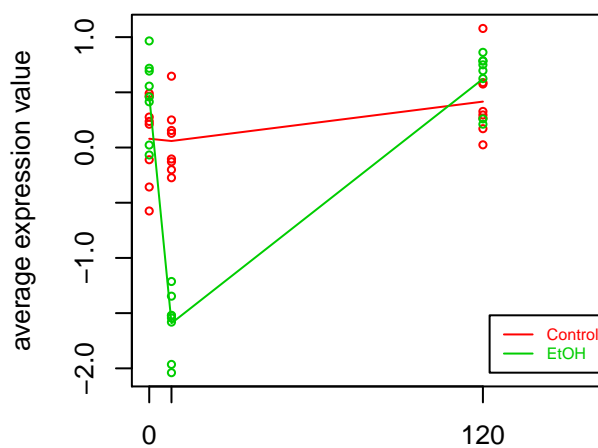

time
Median profile of 7 genes

# Supplementary material for: Chronic Ethanol Exposure Produces Time- and Brain Region-Dependent Changes in Gene Coexpression Networks
**Source:** PLoS One. 2015 Mar 24;10(3):e0121522. doi: 10.1371/journal.pone.0121522
**Supplement:** S5 Fig — A two-step regression approach was used to identify clusters of differentially expressed genes with similar expression patterns across time. Each plot shows the hierarchical clustering (clusters = 4) of average expression profiles by time in the Liver. The dots represent average expression values for each gene in the time series.

Cluster 1

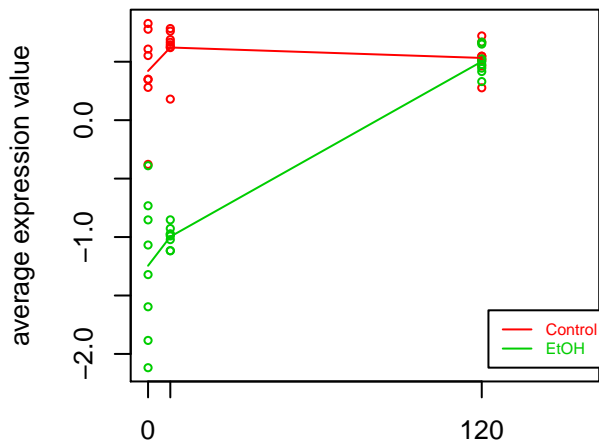

time
Median profile of 44 genes

Cluster 2

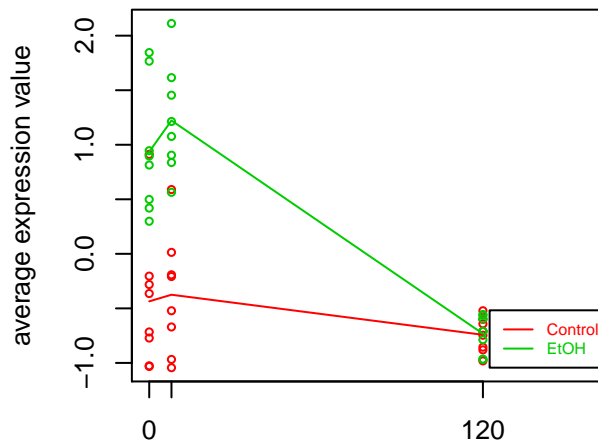

time
Median profile of 16 genes

Cluster 3

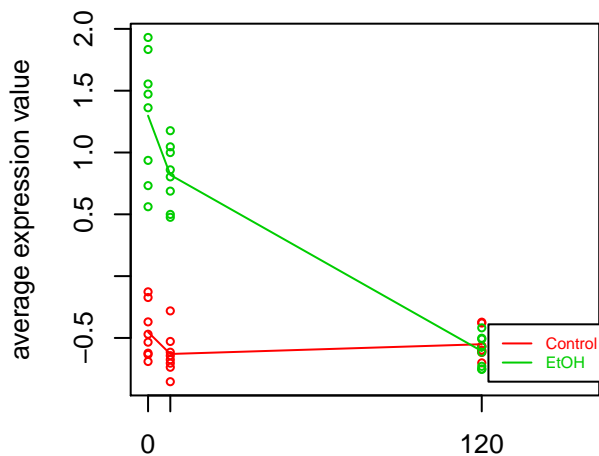

time
Median profile of 32 genes

Cluster 4

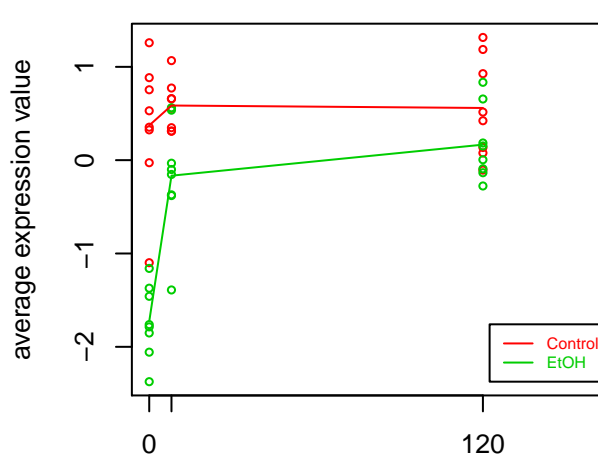

time
Median profile of 7 genes

How the deposited data were processed for this re-analysis (not part of the article)

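RNA from AMY, NAC, PFC and liver of mice exposed to CIE vapor or air, taken at 0, 8 and 120 h after the last exposure, was measured on Illumina MouseRef-8 v2 arrays, 1 array per mouse and tissue. The deposited data hold 191 arrays in 24 groups of 8 mice, with 7 in the liver control group at 0 h. The paper's count of arrays takes the tissues from the same animals, and the numbers in the column names recur across tissues. Results of different tissues are therefore not from separate mice. The paper gives a NAC punch of 1.25 mm and the labels 2.0 mm. Samples were grouped by the tissue, treatment and time point of their labels, and no column of the deposited tables was left out.

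The authors deposited 2 kinds of values. The first holds, for each of 25697 probes, an intensity that the authors describe as not normalized and a detection p-value, the chance that background alone gives such a signal. The second holds the authors' processed values on a log2 scale after filtering, variance stabilization, quantile normalization and removal of outlying values. These processed values cover 14667 probes over the 4 tissues, with 1.41% of values missing in AMY, 1.5% in NAC, 1.66% in PFC and 1.72% in liver. Against log2 intensities their slope was 1.01 above a log2 value of 10 in each tissue, and up to a log2 value of 8 it was 0.646 in AMY, 0.646 in NAC, 0.656 in PFC and 0.622 in liver. The medians of their columns lay between 7.967 and 8.004 in AMY, 7.885 and 7.903 in NAC, 8.077 and 8.127 in PFC, and 7.961 and 7.997 in liver. The scaling and the centring that the variance stabilization applied within each array cannot be read from these values and stay unknown.

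For each tissue, probes with a detection p of 0.05 or lower on more than 80% of its arrays were kept, and their intensities were put on the log2 scale and quantile normalized. Of the probes with processed values, 13798 carry 1 gene symbol and 869 carry several or none, which gave 10004 unique symbols. Of these, 6 were not found by their Entrez number in the gene table of assembly GRCm38.p6. Probes without processed values had no symbol here, so no count of genes or list test covers them. Treated and control arrays of 1 time point were compared with limma 3.58.1 in R 4.3.3, with moderated statistics and Benjamini-Hochberg adjustment over the probes of the tissue. Effects at different time points were compared as contrasts in 1 limma fit of all 6 groups of a tissue, which also gave the values of the time-series clusters and of the hub neighborhoods. The packages data.table 1.17.8, matrixStats 1.5.0 and statmod 1.5.0 were used. Module detection, the regression of the time series and the pathway database of the paper were not rerun, because their software was not available.

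Lists of genes for cell types and pathways were written before the data were examined. Some of them share genes with the time-series clusters of the paper, which were found in these samples. Their symbols were matched to current symbols, and older names through synonyms that are no other gene's symbol. Each list was tested with a hypergeometric test on unique genes, where a gene counts as changed if any of its probes passed, and with limma's camera at a preset correlation of 0.01 and at an estimated one. Both were adjusted over the lists of a tissue and time point. The hypergeometric tests were one-sided, for more genes than by chance, as were the permutation tests of shares with the same sign. The tests of limma and camera and the permutation tests of correlations were two-sided. Counts of genes higher or lower use the gene's probe of highest mean log2 intensity in the tissue. The immune-related list is the one the study supplied. The genes named in the text are, for each tissue and time point, the 5 largest rises and the 5 largest falls among probes that passed (1 probe per gene, that of smallest p; where none passed, the 3 genes of smallest p), every gene the paper names, and members of the lists in order of p. The values of the paper's genes in its tables had been seen when this rule was written. A hub neighborhood holds the hub's probe and the 100 probes most correlated with it over all arrays of the tissue. Variance shares were also computed over the 2000 probes of largest variance.

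The procedure was tested on simulated data with changed probes of known size in the 8 comparisons at 0 and 8 h, and in none at 120 h. Changes of 0.2 on the log2 scale were recovered in 32.8% to 77.6% of cases, changes of 0.4 in 85.1% to 98.5% and changes of 0.8 in 98.5% to 100%. False calls made up 2.78% to 7.69% of the calls over 8 comparisons. The noise was drawn independently for each probe and array. These rates therefore do not cover correlation between probes or differences shared by arrays, which the real data hold. The alternatives set before the data were examined were background correction with an offset of 16, median scaling, the authors' processed values, other detection filters, removal of outlying values by Grubbs' test at a level of 0.05, 1 fit of all 6 groups, array weights, a block for the replicate number, and other units and tests for the gene lists. The alternatives chosen after seeing the data were the processed values with all 6 groups counted as unique genes, the replicate block on the processed values, marker scores as covariates, leaving out the array of lowest correlation, and every alternative for the difference between 8 and 0 h. A block for the chip was not run, because the column names do not give the chip.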

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

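Of the tests in this part, leaving out the array of lowest correlation and entering marker scores as covariates were chosen only after the results were seen.

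Arrays that stood apart. Over 72 tests of the array that lay furthest out in its group, 6 passed Dixon's 95% bound, where chance passes about 1 in 20, or 3.6. The lowest mean correlation with the other arrays of the group was 0.99241 in NAC controls at 0 h, 0.99536 in treated NAC at 120 h, 0.98481 in treated PFC at 0 h, 0.98877 in treated PFC at 8 h and 0.98853 in liver controls at 8 h. In liver controls at 8 h, 1 array had 11359 detected probes, where the nearest had 11812. Without the array of lowest correlation, 1315 probes passed in NAC at 0 h, 212 in PFC at 0 h, 1297 in PFC at 8 h and 3268 in liver at 8 h, against 924, 190, 734 and 3259 with all arrays. In NAC at 120 h none passed in limma without it, with 597 probes at an unadjusted p of 0.05 or lower.

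Effects that differed between time points. The effect of CIE vapor at 8 h differed from that at 0 h for 66 probes in AMY, 311 in NAC, 492 in PFC and 518 in liver, in a test of the difference itself. The probes of smallest p for the differences, as log2 fold change at 8 h minus that at 0 h, were H1f2 (0.71), Nptx2 (0.801) and Hes6 (-0.326) in AMY, H1f2 (0.592), Pglyrp1 (0.523) and Dtna (0.43) in NAC, Dbp (-0.805), Batf3 (-0.383) and Nptx2 (1.24) in PFC, and Hsp90b1 (1.94), Creld2 (4) and Hyou1 (1.2) in liver. Treatment labels were drawn 100 times within each time point, the real draw included. As many probes passed in 1 draw in AMY, 1 in NAC, 1 in PFC and 3 in liver. At 5% this excludes labels without an effect at either time point. Such draws remove the effect at both time points, so they cannot test whether the effects at 0 and 8 h were equal. The highest other draw gave 11 probes in AMY, 174 in NAC, 8 in PFC and 1822 in liver. The liver draw with 1822 kept 7 of 15 labels at 0 h and 10 of 16 at 8 h, and a draw that calls several times the real count points to a structure of the samples beside treatment, which was not tested for.

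Treated against control mice under other splits. In 100 splits of the arrays, the real split included, no other split gave as many probes at 0 or 8 h, so the value was 1 in each tissue. The highest other split at 0 and 8 h gave 1 and 6 probes in AMY, against 488 and 363. In NAC it gave 0 and 29, against 924 and 879, in PFC 60 and 5, against 190 and 734, and in liver 320 and 1104, against 2145 and 3259. At 120 h no probe passed in the real split, so all 100 splits give as many whatever the data, and the count tests nothing there (highest other split 1 in AMY, 1 in NAC, 2 in PFC and 4 in liver).

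Oligodendrocyte and thalamic markers in NAC at 0 h. In treated mice 9 of 17 oligodendrocyte markers were lower and 4 of 6 thalamic markers higher. Within groups the markers varied together, with a mean pairwise correlation of 0.566 for oligodendrocyte markers (95th percentile of random gene lists 0.028) and 0.4 for thalamic markers (0.0867). A difference in where the punch was taken would give such values. Oligodendrocyte markers varied together also in AMY (0.529, random lists 0.0324), where none passed at 0 h, and in PFC (0.277, random lists 0.0463). The correlation therefore does not single out punch placement. S1 Fig puts the NAC punches at Bregma +1.80 to +1.20 and those of PFC at +3.00 to +2.10, in front of the thalamus, so where the thalamic markers come from is not known. With both marker scores as covariates no probe passed in limma in NAC at 0 h (924 without), while 664 passed at 8 h (879 without). Of the 924 probes 866 kept their sign, but their median log2 change went from 0.176 to 0.102 and the median standard error from 0.0425 to 0.0713, so the calls ended through both. In PFC all 6 thalamic markers were higher at 0 h (mean log2 fold change 0.346) and 5 of 6 lower at 8 h (-0.229), with a mean pairwise correlation of 0.284 within groups (0.108 for random lists), and there 125 probes passed with the covariates at 0 h (190 without) and 184 at 8 h (734 without). In NAC a fall of oligodendrocyte transcripts by CIE vapor itself stays open as well, since the marker scores would carry it too.

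Control mice over time. Among control mice 1366 probes in AMY, 870 in NAC, 2763 in PFC and 3976 in liver differed between 120 and 0 h, and 1151, 1652, 212 and 575 between 8 and 0 h. The hybridization of single probes is argued against in PFC and liver, where the differences of 2 probes of the same gene correlated at 0.65 and 0.828 across genes. The paper states that samples were spread over the chips in a format counterbalanced by group, and the files do not give the chip. An array batch that goes with time stays open: of probes with no detected signal 0% in AMY, 0% in NAC, 0.164% in PFC and 0.328% in liver differed between 120 and 0 h. These low shares do not exclude a batch, because probes near the background floor would not show an effect in proportion to signal. Age, the hour of day and the handling of the mice at each time point were not tested as biological explanations.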

How the results depend on the processing

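Of these alternatives, the processed values with all 6 groups counted as unique genes, marker scores as covariates, leaving out the array of lowest correlation, and every alternative for the difference between 8 and 0 h were chosen after seeing the data. Of the counts of probes that passed, 124 of 146 values under an alternative stayed within 1.5 times the main count, 6 were lower and 16 higher. All 32 values of the top-500 overlap, 28 of persistence at 120 h, 28 of the time-series genes, 9 of the hub neighborhoods, 4 of the controls and 8 of the variance shares were on the same side. Of 3807 values of named genes, 3638 kept their side of the threshold, 88 fell below it and 81 rose above it. None that passed in the main or the alternative fit changed sign, and signs of genes that passed in neither were not compared. Of 518 list counts 419 were the same, 41 weaker and 58 stronger. The cause was not tested for the values below, unless the alternative itself names it.

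With all 6 groups in 1 fit, 854 probes passed in AMY at 0 h, 1449 in NAC, 683 in PFC and 3629 in liver. With array weights 756 passed in AMY at 0 h, 1597 in NAC, 332 in PFC, and 1108 in PFC at 8 h. The authors' processed values gave 343 probes in PFC at 0 h and removal of outlying values 372. The processed values with all 6 groups, counted as unique genes, gave 880 in AMY at 0 h, 1430 in NAC and 693 in PFC. Marker scores as covariates gave 237 in AMY at 0 h, 0 in NAC (limma; the same comparison gave 1597 with array weights), 125 in PFC, and 184 in PFC at 8 h. Without the array of lowest correlation 1297 passed in PFC at 8 h.

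The replicate number of the labels was tried as a block together with the processed values, a combination chosen after seeing the data, and gave 121 probes in PFC at 0 h, 1352 in liver at 0 h, and 1 at 120 h in AMY and in NAC. The labels do not say that the numbers pair the samples, and the values gave no clear sign of it. At most 1 of 8 arrays correlated best with the array of its own number. The median correlation of same-numbered arrays lay between -0.22 and 0.185. In no tissue and time point were all pairs over 0.1. In AMY at 120 h 5 of 8 were (median 0.185, other numbers -0.0741), and in PFC at 8 h 5 of 8 (0.18 and -0.0713), so a shared effect in part of the pairs is not excluded.

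Among the probes that passed at both times, 96.4% in AMY, 95.4% in NAC and 80.6% in PFC had the same direction. Without a detection filter, the effect differed between 8 and 0 h for 42 probes in AMY and 193 in NAC. The hypergeometric p of immune-related genes was 0.0835 in AMY at 8 h without a detection filter. In NAC at 8 h it was 0.0842 from the processed values and 0.111 against the genes of all probes with processed values in any tissue. In PFC at 0 h, where the p was 0.0549, it was 0.00132 with background correction, 0.0497 with removal of outlying values, 0.00522 with all 6 groups and 0.0359 by the brightest probe.

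With an estimated correlation, the number of lists that camera called at 0, 8 and 120 h was 0, 1 and 1 in AMY (5, 10 and 4 with the preset one), 0, 0 and 0 in NAC (8, 11 and 10), 0, 0 and 0 in PFC (13, 10 and 6), and 0, 0 and 0 in liver (13, 17 and 2). With all probes of a gene it was 11 in AMY at 0 h, 7 in AMY at 120 h, 13 in NAC at 0 h and 7 in liver at 120 h. A block for the chip was not run, because the column names do not give the chip. Probes near background limit what the arrays show, since only probes above it on 80% of arrays were compared.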

Differences from the paper's values

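The settings named here were chosen before the data were examined, except the processed values with all 6 groups in 1 fit (the added setting) and the replicate block, which was planned and run on the processed values only after they were seen. Counts, percents and p-values are said to differ when one is more than 1.5 times the other, and a difference closes when both lie within 1.5 times. A log2 fold change is said to differ when its sign differs or when it is further from the paper's than the SD between replicates of a group. Fig. 1 gives no list of genes, so how many of its called genes that setting drops is not known. For the hub genes it drops 0 of those called in S4 Table. In the first 2 paragraphs, where a setting is not named as closing the gap, the other settings that were run do not close it.

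In AMY at 0 h the paper's count of genes past FDR 0.05 is about 910 in Fig. 1, read by eye, and the count here is 415. The difference closes with all 6 groups in 1 fit (732) and array weights (643), and in the added setting (880), and not with background correction (359), median scaling (353), the processed values (573), detection in 1 group (413), no filter (312), removal of outlying values (594) or the replicate block (387). In AMY at 8 h the paper's count is about 530 in Fig. 1, read by eye, and the count here 311. It closes with removal of outlying values (362), all 6 groups (431) and the added setting (502), and not with background correction (279), median scaling (233), the processed values (341), detection in 1 group (318), no filter (238), array weights (333) or the block (229). In NAC at 0 h the paper's count is about 1500 in Fig. 1, read by eye, and the count here 782. It closes with removal of outlying values (1037), all 6 groups (1227), array weights (1332) and the added setting (1430), and not with background correction (635), median scaling (723), the processed values (978), detection in 1 group (787), no filter (597) or the block (749). In PFC at 0 h the paper's count is about 710 in Fig. 1, read by eye, and the count here 161. It closes with all 6 groups (584) and the added setting (693), and not with background correction (125), median scaling (167), the processed values (292), detection in 1 group (157), no filter (120), removal of outlying values (319), array weights (284) or the block (109). In liver at 0 h the paper's count is about 2900 in Fig. 1, read by eye, and the count here 1719. It closes with all 6 groups (2819), array weights (1945) and the added setting (2841), and not with background correction (1759), median scaling (1659), the processed values (1703), detection in 1 group (1761), no filter (1379), removal of outlying values (1815) or the block (1110).

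The bars of Fig. 1 for genes at unadjusted p of 0.05 or lower are, read by eye, about 3300 in AMY at 0 h (2120 here), about 2500 in AMY at 8 h (1665), about 4300 in NAC at 0 h (2366), about 3600 in NAC at 8 h (2323), about 2900 in PFC at 0 h (1843), about 6600 in liver at 0 h (2862) and about 5900 in liver at 8 h (3335). In AMY at 0 h the difference closes with the processed values (2256), no filter (2438), removal of outlying values (2276), array weights (2299) and the added setting (2275). In AMY at 8 h it stays with background correction (1651) and median scaling (1516) and closes with each other setting. In NAC at 8 h it closes with the processed values (2401), no filter (2672), removal of outlying values (2433) and the added setting (2440). In PFC at 0 h it closes with the processed values (1994), no filter (2154), removal of outlying values (2038), all 6 groups (2006) and the added setting (2135). In NAC at 0 h and in liver no setting closes it. If the bars stack both counts, the sums under the added setting are 3155 in AMY at 0 h, 2369 in AMY at 8 h, 4145 in NAC at 0 h, 3465 in NAC at 8 h, 2828 in PFC at 0 h, 6415 in liver at 0 h and 5648 in liver at 8 h.

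For liver, the paper's percent of the top 500 genes shared by 0 and 8 h is 50%, and the value here is 29.8%. It no longer differs with all 6 groups (37%) and the added setting (36.8%), and still differs with background correction (29.4%), median scaling (29.2%), the processed values (27.4%), detection in 1 group (28.4%), no filter (26.2%), removal of outlying values (29.6%) or 500 probes (26.2%).

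In this paragraph, all genes on the array means the genes of probes with processed values in any tissue, since other probes had no symbol here. The paper's hypergeometric p of immune-related genes in AMY at 0 h is 2.16E-01 and the p here 0.775. It no longer differs in the added setting (0.231), and differs with background correction (0.355), median scaling (0.665), the processed values (0.466), detection in 1 group (0.804), no filter (0.782), removal of outlying values (0.447), all 6 groups (0.543), the brightest probe (0.652) or all genes on the array (0.905). In AMY at 8 h the paper's p is 1.23E-05 and the p here 0.000531. It no longer differs with background correction (1.33e-05), and differs with median scaling (0.000403), the processed values (0.0155), detection in 1 group (0.00113), no filter (0.0835), removal of outlying values (0.000926), all 6 groups (5.61e-05), the added setting (8.05e-06), the brightest probe (0.00108) or all genes on the array (0.00352). In PFC at 0 h the paper's p is 3.95E-03 and the p here 0.0549. It no longer differs with all 6 groups (0.00522), and differs with background correction (0.00132), median scaling (0.0678), the processed values (0.0722), detection in 1 group (0.0549), no filter (0.0699), removal of outlying values (0.0497), the added setting (0.0158), the brightest probe (0.0359) or all genes on the array (0.0824). In PFC at 8 h the paper's p is 1.49E-02 and the p here 0.00725. It no longer differs with removal of outlying values (0.0131), the added setting (0.0119) and all genes on the array (0.0219), and differs with background correction (0.000211), median scaling (0.00431), the processed values (0.0457), detection in 1 group (0.00317), no filter (0.00731), all 6 groups (0.00392) or the brightest probe (0.00693).

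The paper's S4 Table has 11 module hub genes past FDR 0.05 in AMY at 0 h, and 5 passed here. The difference closes with the processed values (8), removal of outlying values (9), all 6 groups (10), array weights (10) and the added setting (11), and not with background correction (4), median scaling (6), detection in 1 group (5), no filter (3) or the block (7). In PFC at 0 h the paper's number is 10 and the number here 5. It closes with the processed values (7), removal of outlying values (7), all 6 groups (9), array weights (7) and the added setting (10), and not with background correction (4), median scaling (4), detection in 1 group (5), no filter (3) or the block (4).

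Of 121 log2 fold changes in the paper's S5 Table, 11 differ from those here, and all 121 have the same sign. With the processed values each of the 11 no longer differs. The paper's value and the value here are 0.142 and 0.241 for Pcsk4 in AMY at 0 h. In NAC at 8 h they are 0.32 and 0.466 for Pglyrp1, 0.144 and 0.215 for Gata2, 0.0686 and 0.138 for Slc1a2, 0.134 and 0.215 for H2-M3, 0.234 and 0.395 for EG630499, and 0.367 and 0.585 for Gm8909. In liver at 8 h they are 0.0911 and 0.151 for Akr1b8, 0.104 and 0.166 for Rims3, 0.14 and 0.272 for Slc16a9, and 0.162 and 0.282 for Btbd11. For Slc16a9 detection in 1 group (0.271), no filter (0.27) and removal of outlying values (0.225) also bring the value within the error, and for the other genes the other settings do not. None of the 60 hub values of S4 Table lies further from the value here than that SD.

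With marker lists that are not the paper's own, the following statements of the paper were not matched. The paper has astrocyte genes enriched in nearly every region and time point, and the astrocyte list here passed the hypergeometric test in PFC at 8 h (adjusted p = 0.0382, with 4 genes lower and 0 higher) and in no other brain comparison at 0 or 8 h. The paper has microglial genes enriched in PFC at 8 h, where the list here had p = 0.401, while in AMY and NAC it passed. The paper has neuronal genes enriched in PFC, where 0 of 15 passed at 0 h and 1 at 8 h, and 8 of 23 activity-regulated genes rose at 8 h. At 0 h 161 of 8881 genes passed in PFC, so a list of 15 would hold few of them by chance. A list this short can hardly show or refute an enrichment there.

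The paper has very few differences between 0 and 8 h in liver. Here 518 of 10530 probes differed in liver, against 66 of 12588 in AMY, 311 of 12659 in NAC and 492 of 12835 in PFC, while 1 draw of random labels gave 1822 in liver. A count of probes is not the paper's measure, and it can be larger where more probes change. At 0 h 2145 probes passed in liver, against 488 in AMY, 924 in NAC and 190 in PFC. The share of probes past the test at 0 h with the same sign at 8 h was highest in liver (88.5%).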

Other observations

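The lists counted here for liver are not discussed in the paper. Of 9 genes of gluconeogenesis and glycogen 6 fell at 0 h, and at 8 h 5 fell and 1 rose (6, and 5 and 1, adjusted over the list alone). Among them Fbp1, an enzyme of gluconeogenesis, had a log2 fold change of -0.58 ± 0.056 (adjusted p = 2.28e-05) at 0 h, and Pck1, the enzyme that commits oxaloacetate to glucose, rose by 0.82 ± 0.19 at 8 h. The list's hypergeometric adjusted p was 0.0288 at 0 h and 0.152 at 8 h, and with camera and an estimated correlation adjusted p = 0.196 and 0.416. Of 8 cell cycle genes 3 fell at 0 h and 6 at 8 h, with Mcm4, a subunit of the replicative helicase, at -1.31 ± 0.11 (adjusted p = 6.13e-07) (the list's hypergeometric adjusted p = 0.636 at 0 h and 0.0949 at 8 h). Of 10 genes of ethanol metabolism 2 fell at 0 h, and 5 fell and 1 rose at 8 h, with Adh4, an alcohol dehydrogenase, at -1.04 ± 0.086 (adjusted p = 4.61e-07) and Cyp2e1, the ethanol-inducible cytochrome P450, at 0.26 ± 0.064 (the list's hypergeometric adjusted p = 1 at 0 h and 0.241 at 8 h). Of 18 genes of the oxidant response under Nrf2, 1 rose and 3 fell at 0 h, and 5 rose and 1 fell at 8 h, with Gclc, which makes glutathione, at 0.75 ± 0.14 (the list's hypergeometric adjusted p = 1 at 0 h and 0.522 at 8 h). Hamp, the iron-regulating hormone hepcidin, rose by 3.95 ± 0.46 (adjusted p = 1.22e-05) at 8 h and Angptl4, an inhibitor of lipoprotein lipase, by 2.36 ± 0.15 (adjusted p = 5.02e-08).

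The other liver lists were counted at 0 and then at 8 h. Of 17 genes of fatty acid oxidation 2 fell at 0 h and 2 rose at 8 h. Of 12 bile acid genes 1 rose and 2 fell, and then 2 and 2. Of 16 acute phase genes 2 rose, and then 1 fell. Of 8 stellate cell genes 1 rose and 2 fell, and then 1 and 1. Of 8 sinusoidal endothelial genes 1 and then 4 rose, and of 10 general endothelial genes 4 and then 5. Of 14 genes of cytokines and NF-kB 4 and then 7 rose. Of 15 heat shock genes 2 rose and 6 fell, and then 3 and 1. Of 53 ribosomal protein genes 9 rose and 1 fell, and then 18 and 1, and of 63 genes of oxidative phosphorylation 6 and then 11 fell. Of 6 MHC class II genes none and then 1 rose, and of 12 clock genes 2 rose, and then 2 rose and 3 fell. The time-series cluster of liver that holds Clec4f and Csf1r, genes of macrophages, and Vcam1, an adhesion molecule, had 13 of 16 probes higher at 0 h and 16 at 8 h in the fit of all 6 groups, and the study chose it on these samples.

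In brain, heat shock genes were 4 lower of 18 in AMY at 0 h and 1 at 8 h, 1 lower of 17 in NAC and then 1 higher and 3 lower, and 1 lower of 18 in PFC at 8 h. Stip1, a co-chaperone of Hsp90, had a log2 fold change of -0.24 ± 0.047 (adjusted p = 0.00907) in AMY at 0 h. Of endothelial genes at 8 h 2 of 10 rose in AMY, 2 of 11 rose and 2 fell in NAC, and 2 of 10 rose and 1 fell in PFC, with Slc2a1, the glucose transporter of the blood-brain barrier, at 0.43 ± 0.075 in NAC. At 0 h 1 of 10 fell in AMY. Of 14 Nrf2 genes 2 rose at 0 h and 1 at 8 h in AMY, 4 and 3 in NAC, and in PFC 1 rose at 0 h, and 1 rose and 1 fell at 8 h. Cytokine and NF-kB genes at 8 h rose in 2 of 7 in AMY, 2 of 7 in NAC and 3 of 10 in PFC, and 1 rose in NAC at 0 h. The unfolded protein response had 1 of 13 higher at 0 h and 2 at 8 h in AMY, 1 and 1 of 13 in NAC, and 0 and 2 of 14 in PFC. Over this list the difference between 8 and 0 h was upward in camera in AMY (adjusted p = 0.000505), NAC (adjusted p = 0.0474) and PFC (adjusted p = 3.4e-06). With an estimated correlation it did not pass (camera adjusted p = 0.337, 0.583 and 0.0708). Oligodendrocyte precursor genes had 1 of 5 higher and 1 lower in AMY at 0 h and 1 lower at 8 h, 1 lower in PFC at 8 h and none in NAC. Of pericyte genes 2 of 8 fell in AMY and 1 of 7 in NAC at 0 h, and 1 of 8 in PFC at 8 h. Of striatal projection neuron genes 1 of 8 fell at 0 h and 2 rose at 8 h in NAC, 1 of 6 fell and 1 rose in PFC, and none of 8 passed in AMY. For this list the difference between 8 and 0 h was upward in camera in AMY (adjusted p = 0.00103), NAC (adjusted p = 0.00503) and PFC (adjusted p = 0.0443). With an estimated correlation it did not pass (adjusted p = 0.377, 0.521 and 0.422). In AMY these markers varied together within groups, with a mean pairwise correlation of 0.706 (95th percentile of random lists 0.0654). Of cortical excitatory neuron genes none passed by its brightest probe in any region. Of MHC class II genes 1 of 3 rose in NAC at 0 and at 8 h and 1 of 6 in PFC at 8 h. Cell cycle genes fell at 0 h in 1 of 8 in AMY, 2 of 8 in NAC and 2 of 9 in PFC. Cholesterol synthesis genes rose in 1 of 14 in AMY and 2 of 14 in NAC at 0 h, and 1 of 15 fell in PFC at 8 h. Ribosomal protein genes had 1 of 54 higher and 1 lower in AMY and 1 of 54 higher in NAC at 0 h, and 1 of 53 lower in PFC at 8 h. Oxidative phosphorylation genes had 2 of 65 higher and 1 lower in NAC at 0 h and 1 lower at 8 h, and none in AMY or PFC. None of the 3 choroid plexus genes in AMY passed, and in NAC and PFC too few were measured. Thalamic markers in AMY had 2 lower at 0 h and 1 higher at 8 h, and in PFC 1 higher and then 1 lower (3 higher, and 1 lower, adjusted over the list alone). In PFC all 6 had a positive log2 fold change at 0 h (camera adjusted p = 0.000141, with an estimated correlation 0.402) and 1 of 6 at 8 h (camera adjusted p = 0.0602, with an estimated correlation 0.327), and the difference between 8 and 0 h passed camera (adjusted p = 8.42e-05), not with an estimated correlation (adjusted p = 0.0708). The erythrocyte, lymphocyte and cholangiocyte lists were too small to test, with 2 genes each matched to probes with processed values. Of the acinar list 0 matched.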
